# Uterine glands coordinate on-time embryo implantation and impact endometrial decidualization for pregnancy success

**DOI:** 10.1038/s41467-018-04848-8

**Published:** 2018-06-22

**Authors:** Andrew M. Kelleher, Jessica Milano-Foster, Susanta K. Behura, Thomas E. Spencer

## Abstract

Uterine glands are essential for pregnancy establishment. By employing forkhead box A2 (FOXA2)-deficient mouse models coupled with leukemia inhibitory factor (LIF) repletion, we reveal definitive roles of uterine glands in embryo implantation and stromal cell decidualization. Here we report that LIF from the uterine glands initiates embryo-uterine communication, leading to embryo attachment and stromal cell decidualization. Detailed histological and molecular analyses discovered that implantation crypt formation does not involve uterine glands, but removal of the luminal epithelium is delayed and subsequent decidualization fails in LIF-replaced glandless but not gland-containing FOXA2-deficient mice. Adverse ripple effects of those dysregulated events in the glandless uterus result in embryo resorption and pregnancy failure. These studies provide evidence that uterine glands synchronize embryo-endometrial interactions, coordinate on-time embryo implantation, and impact stromal cell decidualization, thereby ensuring embryo viability, placental growth, and pregnancy success.

## Abstract (web summary)

The transcription factor FOXA2 is specifically expressed in uterine glands. Here, using two conditional FOXA2 knockout mouse models, the authors show that glandular epithelia of the endometrium are required for timely embryo implantation and subsequent endometrial decidualization during successful pregnancy establishment.

## Introduction

Pregnancy establishment requires effective molecular crosstalk between a receptive uterus and an implantation competent embryo. In mice, blastocysts enter the uterus early on gestational day (GD) 4 (GD 1 is observation of a post-coital vaginal plug) and implantation commences within epithelial crypts formed on the antimesometrial side of the uterus around midnight on GD 4^1–4^. Embryo implantation involves blastocyst apposition, attachment, and adhesion to the luminal epithelium (LE)^5^. Decidualization of stromal cells commences on the morning of GD 5 near the attached blastocyst and eventually spreads toward the mesometrial area of the uterus^6^. Completion of the attachment reaction is evident with the removal of the LE by entosis, a cell-in-cell invasion phenomenon, during the night of GD 5^7^. By GD 6, the trophectoderm begins to directly contact the decidualizing stroma. In humans, asynchronous embryo-uterine interactions and defective stromal cell decidualization can result in pregnancy complications such as preeclampsia as well as pregnancy loss and miscarriage^3,5^.

Uterine glands have established or postulated biological roles in the establishment of pregnancy in both mice and humans^8,9^. *Leukemia inhibitory factor* (*Lif*) is expressed during the window of receptivity and in mice is solely expressed by the glandular epithelium (GE) of the uterus on GD 4 in response to the nidatory surge in estrogen from the ovary. The infertility phenotype of *Lif* null mice as well as mice and sheep lacking uterine glands supports a primary role for gland-derived products in pregnancy establishment and maintenance^9–13^. Forkhead box (FOX) transcription factors regulate the development and function of many organs^14,15^. In the uterus of mice^10,11,13,16^ and humans^17^, FOXA2 is expressed explicitly in the glands. Genesis of endometrial glands in the neonatal uterus is compromised by conditional deletion of *Foxa2* using the progesterone receptor (Pgr)-Cre mouse model, which ablates genes in the endometrial epithelium, stroma and inner circular myometrium of the uterus after birth^10^. In contrast, glands are present in the adult uterus with conditional deletion of *Foxa2* using the lactotransferrin (Ltf)-iCre mouse model, as it ablates genes specifically in the LE and GE only after puberty^16^. Both FOXA2-deficient mouse models are infertile due to defects in embryo attachment and lack LIF expression on GD 4^10,16^. Embryo implantation can be rescued in both mouse models by intraperitoneal injections of LIF on GD 4. In glandless mice (*Pgr*^*Cre/+*^*Foxa2*^*f/f*^), pregnancies fail by GD 10, whereas they are maintained to term in gland-containing FOXA2-deficient mice (*Ltf*^iCre/*+*^*Foxa2*^*f/f*^). These studies strongly support the hypothesis that uterine glands and, by inference, their products have essential biological roles in embryo implantation and stromal cell decidualization for the establishment of pregnancy^18^.

Perturbations in blastocyst positioning and timing of implantation elicit adverse ripple effects and compromise pregnancy outcomes in mice^3,19,20^. Here, a series of studies were conducted with FOXA2-deficient mouse models to understand the origin of pregnancy loss in LIF-replaced mice that lack uterine glands. The studies conclude that on-time implantation is disrupted in LIF-replaced glandless mice based on defects in active removal of the LE and stromal cell decidualization that manifest in pregnancy failure. Therefore, these studies provide original evidence that uterine glands and, by inference, LIF and other gland-derived factors synchronize on-time embryo implantation and impact stromal cell decidualization that are crucial for the establishment of pregnancy.

## Results

### Transcriptome alterations in FOXA2-deficient uteri on GD 4

Acquisition of uterine receptivity on GD 4 requires dynamic changes in gene expression in the uterine epithelia as well as stroma^2,3^. 

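RNA sequencing of whole uteri on GD 4 covered 3 groups of 4 libraries each, from control mice, glandless *Pgr* Cre/+*Foxa2* f/f mice and gland-containing *Ltf* iCre/+*Foxa2* f/f mice. Cre expressed from the *Pgr* locus deletes *Foxa2* before glands develop, and Cre expressed from the *Ltf* locus deletes it in the adult epithelium, where glands are present but lack FOXA2. The paper's methods name *Foxa2* f/f females as controls, whereas the protocol stored with the samples names wild-type females. No LIF was given to these mice. The authors prepared TruSeq mRNA libraries, sequenced them as paired reads, trimmed the reads with cutadapt (version 1.11) and fqtrim, mapped them to GRCm38.p5 with HISAT2 (version 2.0.3) and counted them over Ensembl genes with featureCounts (version 1.5.0). The strand setting of the count is not given in the sources used here. The deposited table of the authors holds unnormalized counts. Totals per library ran from 42723749 to 53236893 (median 43527339) in control uteri, from 28773179 to 33204826 (median 31906404) in glandless uteri and from 40283454 to 52582522 (median 44181374) in gland-containing uteri. Levels are given in CPM after TMM scaling. The 19464 genes with at least 1 count in any library were tested with edgeR's quasi-likelihood test in 1 model of 20 libraries in 5 groups, whereas the authors used edgeR-robust. A gene passed at a Benjamini-Hochberg adjusted p under 0.05, and only genes that passed are said to have risen or fallen. Gene lists were written before the deposited counts were examined, although the paper's tables from the same libraries had been seen. The lists were tested with camera at a preset correlation of 0.01 and again with the correlation estimated from the libraries. Where 5 or fewer members of a list changed in one direction they are mostly named, a choice made after their values were seen. A fold against a group without a count is a lower bound set by 3 counts over that group, and a ratio against a group with 1 to 3 counts is given with its 95% interval. These bounds and intervals cover counting error only. For a gene named as having passed, all 4 libraries of one group lie beyond all 4 of the other unless a lower number is given. Chance gives such a separation for 2.86% of genes. Genes named for the largest changes between groups were chosen with this separation as a condition, so for them it is no added evidence. The legend of Fig. 1 gives 4 biological replicates, without saying whether each is a separate mouse. The p-values rest on the spread within groups, estimated over all 20 libraries of both days together.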

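Several cytochrome P450 genes of the 3A family, which oxidize steroids and drugs, fell in both FOXA2-deficient models. *Cyp3a59* was 8.78 ± 1.38 CPM in control uteri (SD, n = 4) and had no count in any knockout library. It was at least 371-fold lower in glandless uteri (adjusted p = 1.1e-06) and at least 554-fold lower in gland-containing uteri (adjusted p = 1e-05). Of the 7 family members measured, *Cyp3a16*, *Cyp3a25*, *Cyp3a57* and *Cyp3a59* fell in both models, and *Cyp3a13* rose in glandless uteri by a log2 fold change of 1.93. Adjusted over the list alone, 4 fell in each model and 1 rose in each. The list moved down by camera in glandless uteri (adjusted p = 0.0014, and adjusted p = 0.26 with an estimated correlation) and in gland-containing uteri (adjusted p = 3.4e-07, and adjusted p = 0.051 with an estimated correlation). Members of this family are close in sequence and can share reads. Among the genes with the largest increases in glandless uteri, the alcohol dehydrogenase gene *Adh6a* was 4.48 ± 1.02 CPM against 0.021 ± 0.031 in control uteri (SD, n = 4 each). This is 185-fold, a log2 fold change of 7.53 with a standard error of 0.82 (adjusted p = 3.9e-06). *Slc51a*, part of a bile acid transporter, rose 79.9-fold (adjusted p = 5.2e-05), *Aass*, an enzyme of lysine breakdown, rose 55.3-fold (adjusted p = 3.9e-06), and the connexin gene *Gjb6* rose 49.9-fold (adjusted p = 2.6e-05). *Ccdc129* had no count in control uteri and rose at least 614-fold (adjusted p = 0.00098), with 30.3 CPM in glandless replicate 3 and 2.52 to 3.82 CPM in the others. Of the genes that fell most, the hair keratin gene *Krt83* was 42.7-fold lower (adjusted p = 5e-04). In gland-containing uteri, *Csf3*, which encodes granulocyte colony-stimulating factor, rose from 1.51 ± 0.209 to 13.3 ± 5.13 CPM, 8.79-fold (adjusted p = 0.0024). The ectoenzyme gene *Bst1* rose 8.23-fold (adjusted p = 3.1e-07), *Unc5cl* rose 7.89-fold (adjusted p = 0.0017) and *Cyp4x1* rose 5.49-fold (adjusted p = 0.00047). *H60c*, a ligand of natural killer cell receptors, rose 12.4-fold (adjusted p = 0.011, and 0.051 by DESeq2's Wald test). *Fam83a* fell 36-fold (adjusted p = 0.00014). In all, 6866 genes differed in glandless uteri (3339 higher and 3527 lower), 35.3% of those tested, and 1644 of them by at least 2-fold. In gland-containing uteri 2291 genes differed (854 higher and 1437 lower), 357 of them by at least 2-fold. The second count was 1512 without control replicate 2, 1440 without gland-containing replicate 2, 876 at an adjusted p under 0.01 and 1307 without 3 libraries (control GD 4 replicate 1, gland-containing replicate 3 and control GD 6 replicate 4) that were picked by eye after the data were seen. Mitochondrial transcripts held 5.59% to 8.32% of the counts in glandless libraries, 2.48% to 3.19% in control libraries and 2.32% to 6.37% in gland-containing libraries. The shares include 6 neighboring genes, 5 of them with a near-identical nuclear copy, and 5 other mitochondrial genes together held 20634 to 27196, 12754 to 15321 and 11565 to 16753 CPM in the same order.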

Transcriptome profiling of GD 4 uteri revealed that 7940 (3930 increased and 4010 decreased) genes differed in glandless *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ uteri and 3489 (1743 increased and 1746 decreased) genes differed in gland-containing *Ltf*^*iCre/+*^*Foxa2*^*f/f*^ uteri compared to control uteri (Fig. 1a, b and Supplementary Data 1 and 2). 

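*Foxa2* (chromosome 2 of GRCm38, 148042877 to 148046969) was 9.61 ± 2.68 CPM in control uteri, 0.747 ± 0.169 in glandless uteri and 1.08 ± 0.265 in gland-containing uteri (SD, n = 4 each), 12.8-fold lower (adjusted p = 4.7e-06) and 8.9-fold lower (adjusted p = 0.00024). The glandless and gland-containing uteri did not differ detectably in *Foxa2* (log2 fold change -0.53, adjusted p = 0.45). *Pgr*, whose locus carries Cre in glandless mice, was 165 ± 28.9 CPM there against 206 ± 16.3 in control uteri (adjusted p = 0.072). *Lif*, which encodes the cytokine that initiates implantation, was 32.2 ± 6.2 CPM in control uteri and 3.83 ± 2.05 CPM in glandless uteri (SD, n = 4 each). This is a decrease of 8.41-fold (log2 fold change -3.07, standard error 0.43, adjusted p = 2.6e-05). In gland-containing uteri *Lif* was 5.98 ± 1.75 CPM, 5.39-fold lower than in control uteri (log2 fold change -2.43, standard error 0.41, adjusted p = 0.0015). The chemokine gene *Cxcl15* was 19 ± 8.08 CPM in control uteri and had no count in glandless uteri, at least 784-fold lower (adjusted p = 3.4e-07), and was 550-fold lower in gland-containing uteri (adjusted p = 3.7e-06). *Ttr*, which encodes a carrier of thyroid hormone and retinol, was 13.1 ± 5.15 CPM in control uteri. It was lower by a ratio of 1640 in glandless uteri (95% interval 295 to 65000, adjusted p = 4e-08) and 374-fold lower in gland-containing uteri (adjusted p = 3.1e-07). *Spink1*, a protease inhibitor gene that older annotation names *Spink3*, was 70 ± 23.1 CPM in control uteri. It fell 322-fold (adjusted p = 8.1e-05) and 910-fold (adjusted p = 0.00042) in the same order. The gland protease gene *Prss29* fell 12.4-fold (adjusted p = 0.03) and 50.1-fold (adjusted p = 0.018), and *Wfdc3* fell 4.35-fold (adjusted p = 0.00011) and 7.49-fold (adjusted p = 9.5e-05). Each of these 6 genes was below every control library in all 4 libraries of both models. Of 20 gland epithelium genes measured, 12 fell in glandless uteri, 7 did not pass and *Aldh1a1*, a retinaldehyde dehydrogenase gene, rose by a log2 fold change of 1.39 (14 fell and 1 rose adjusted over the list alone). The list moved down by camera (adjusted p = 0.001, and adjusted p = 0.47 with an estimated correlation). In gland-containing uteri 7 fell, 12 did not pass and the chemokine gene *Cxcl17* rose by a log2 fold change of 1.05 (9 fell and 1 rose adjusted over the list alone, camera adjusted p = 0.0014, and adjusted p = 0.39 with an estimated correlation). The *Prss29* call was lost without control replicate 2 or glandless replicates 1, 2 or 4, and without gland-containing replicates 1 or 2, with adjusted p up to 0.077. *Ltf*, an estrogen-responsive epithelial gene, was 52.7 ± 60.6 CPM in glandless uteri against 7.9 ± 1.39 in control uteri (adjusted p = 0.015), and replicate 3 alone held 144 CPM against 21.2 to 23.1 in the others, without which the call was lost. In gland-containing uteri, whose *Ltf* locus carries Cre, it was 38.4 ± 40.6 CPM and did not pass (log2 fold change 2.28, standard error 0.8, adjusted p = 0.078, and from 2.1e-05 to 0.33 over the settings tried), with all 4 libraries above the control libraries.

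**Figure D1:**
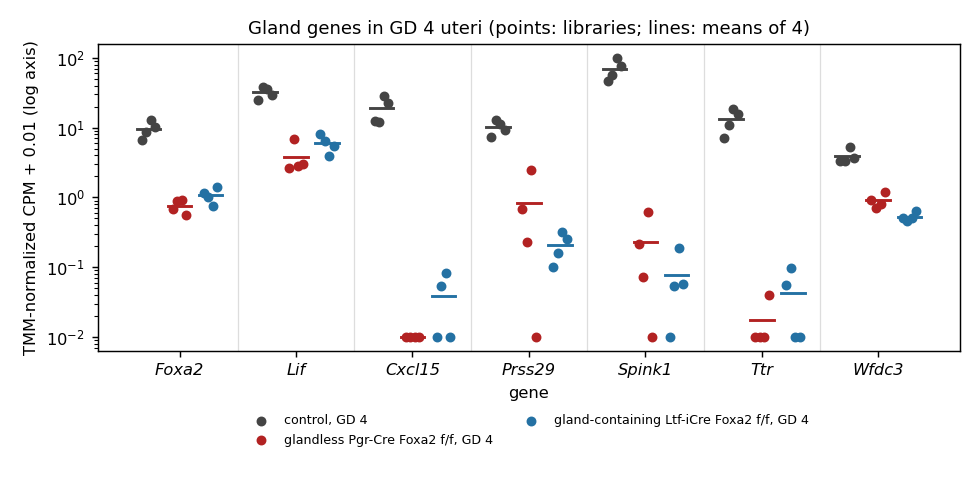
Levels of *Foxa2*, *Lif*, *Cxcl15*, *Prss29*, *Spink1*, *Ttr* and *Wfdc3* in CPM on a log axis, with 0.01 added, for each of the 4 control, 4 glandless and 4 gland-containing uteri on GD 4. In both knockouts every gene lies below its control libraries, and *Cxcl15* sits at the bottom of the axis in the 4 glandless libraries.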

Of particular note, expression of *Lif* and several other established GE-specific genes (*Cxcl15*, *Prss29*, *Spink3*, *Ttr*, *Wfdc3*) was substantially reduced or absent in the uteri of both FOXA2-deficient mouse models. Of the differentially expressed genes, 2303 were unique to *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ compared to control uteri, and 361 were unique to *Ltf*^*iCre/+*^*Foxa2*^*f/f*^ compared to control uteri (Fig. 1b). 

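Natural killer cell genes fell in glandless uteri and did not pass in gland-containing uteri. *Klrd1*, a receptor subunit of natural killer cells, was 4.09 ± 1.21 CPM in glandless uteri, 18.4 ± 4.77 in control uteri and 18.7 ± 4.66 in gland-containing uteri (SD, n = 4 each). The difference between the knockouts was 4.57-fold (log2 fold change -2.19, standard error 0.36, adjusted p = 0.00057). The pore-forming protein gene *Prf1* fell 7.58-fold (adjusted p = 0.00013) and the granzyme gene *Gzmb* fell 3.98-fold (adjusted p = 0.00011) against control uteri. Of 20 natural killer cell genes, 17 fell in glandless uteri and 3 did not pass (17 fell adjusted over the list alone, camera adjusted p = 5.5e-06, and adjusted p = 0.47 with an estimated correlation). In gland-containing uteri none of the 20 passed with edgeR's quasi-likelihood test (camera adjusted p = 0.64), 5 were lower at an unadjusted p under 0.05, and DESeq2's Wald test called 4 and edgeR-robust 5 lower. Between the knockouts 13 were lower in glandless uteri and 7 did not pass (14 lower adjusted over the list alone, camera adjusted p = 6.3e-08, and adjusted p = 0.56 with an estimated correlation). *Cyp26a1*, which encodes an enzyme that breaks down retinoic acid, was 8.62 ± 3.17 CPM in glandless and 119 ± 92.4 CPM in gland-containing uteri, 13.8-fold lower (adjusted p = 0.00024). Its relative *Cyp26c1* was 10.6-fold lower (adjusted p = 0.0012), the surfactant protein gene *Sftpd* was 20-fold lower (adjusted p = 0.00037) and *Rgs6*, a regulator of G protein signaling, was 20.5-fold lower (adjusted p = 0.00022). *Aass* was 42.2-fold higher (adjusted p = 3.1e-05), *Mrap2*, an accessory protein of melanocortin receptors, was 25.4-fold higher (adjusted p = 0.0012) and *Slc51a* was 19.6-fold higher (adjusted p = 0.0017) in glandless than in gland-containing uteri. A total of 3500 genes differed between the knockouts (1730 higher and 1770 lower in glandless uteri). Against control uteri, 2746 genes passed in glandless uteri, not in gland-containing uteri and not between the knockouts (1470 higher and 1276 lower), and by the same rule 299 passed in gland-containing uteri alone (91 higher and 208 lower). Another 2309 genes passed in glandless uteri and between the knockouts but not in gland-containing uteri. Both knockouts passed for 1811 genes, 1796 of them in the same direction. Of the 2746, 2718 had the same sign in gland-containing uteri, with a median absolute log2 fold change of 0.23 against 0.47 in glandless uteri. The selection of genes not called between the knockouts and the shared controls both favor the same sign. A gene in this group is not shown to differ between the models. The 299 became 137 to 390 when 1 library was left out and 74 without the 3 libraries picked by eye, and the 3500 became 2291 without glandless replicate 4 and 1564 at an adjusted p under 0.01.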

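Genes of DNA replication fell in both FOXA2-deficient models. *Mcm6*, part of the replicative helicase, was 63.5 ± 2.25 CPM in glandless and 185 ± 64.3 CPM in control uteri (SD, n = 4 each), 2.92-fold lower (log2 fold change -1.54, standard error 0.18, adjusted p = 3.8e-06). *Ccne1*, which encodes cyclin E1, fell 2.45-fold (adjusted p = 5e-06). In gland-containing uteri the helicase gene *Mcm3* fell 1.99-fold (adjusted p = 0.0012) and *Uhrf1*, which maintains DNA methylation, fell 2.36-fold (adjusted p = 0.0021). Of 32 S phase genes, 25 fell in glandless uteri (30 adjusted over the list alone, camera adjusted p = 5.9e-10, and adjusted p = 0.47 with an estimated correlation) and 30 fell in gland-containing uteri (31 adjusted over the list alone, camera adjusted p = 4.8e-19, and adjusted p = 0.36 with an estimated correlation). All 30 mitotic (G2 and M phase) genes fell in gland-containing uteri (30 adjusted over the list alone, camera adjusted p = 2.3e-19, and adjusted p = 0.36 with an estimated correlation), among them *Plk1*, a mitotic kinase gene, at 2.12-fold (adjusted p = 0.0017). In glandless uteri *Top2a* fell 1.66-fold (adjusted p = 0.0041), *Cenpa* rose 1.35-fold (adjusted p = 0.013, 2 of 4 libraries above all control libraries) and 28 did not pass. Control replicate 1 stood apart in these genes, with 273 CPM of *Mcm6* against 130 to 193 in the other control libraries and 42.3 CPM of *Ccnb1* against 21.8 to 23.2. Genes of ribosome assembly moved down in both models, and genes of the ribosome's own proteins moved up in glandless uteri. Of 40 ribosome biogenesis genes, 38 fell in glandless uteri (39 adjusted over the list alone, camera adjusted p = 1e-22, and adjusted p = 0.26 with an estimated correlation), such as the nucleolar protein gene *Nop58* at 1.98-fold (adjusted p = 2.6e-07). In gland-containing uteri 24 fell (30 adjusted over the list alone, camera adjusted p = 2.6e-17, and adjusted p = 0.36 with an estimated correlation). Of 46 ribosomal protein genes, 33 rose in glandless uteri (39 adjusted over the list alone, camera adjusted p = 3.3e-11, and adjusted p = 0.47 with an estimated correlation), with *Rpl28* at 1.51-fold (adjusted p = 7.9e-06). Several targets of LIF signaling fell. *Lrg1* fell 7.32-fold in glandless uteri (adjusted p = 7.6e-07) and 5.43-fold in gland-containing uteri (adjusted p = 5e-05), and *Socs3*, a feedback inhibitor of STAT3, fell 2.74-fold (adjusted p = 2.7e-06) and 2-fold (adjusted p = 0.001). Of 24 genes of the LIF and STAT3 response, 14 fell and *Msx1*, *Sgk1* and *Tnfaip3* rose in glandless uteri (15 and 4 adjusted over the list alone, camera adjusted p = 0.0023, and adjusted p = 0.47 with an estimated correlation). In gland-containing uteri 10 fell and *Irf1*, *Lifr* and *Tnfaip3* rose (11 and 3 adjusted over the list alone, camera adjusted p = 4.3e-05, and adjusted p = 0.36 with an estimated correlation). Several general epithelium genes were higher in glandless uteri. *Krt19*, a keratin of simple epithelia, rose 4.59-fold (adjusted p = 0.00029) and the tight junction gene *Cgn* rose 3.62-fold (adjusted p = 0.00012). Of 20 general epithelium genes, 11 rose and 9 did not pass (11 adjusted over the list alone, camera adjusted p = 0.00014, and adjusted p = 0.47 with an estimated correlation). In gland-containing uteri *Cgn*, *Elf3*, *Esrp1*, *Krt19* and *Tjp3* rose (7 adjusted over the list alone, camera adjusted p = 0.00014, and adjusted p = 0.61 with an estimated correlation). Of 24 cholesterol synthesis genes, 15 fell in glandless uteri and *Tm7sf2* rose (16 and 2 adjusted over the list alone, camera adjusted p = 1.3e-05, and adjusted p = 0.47 with an estimated correlation), with *Cyp51* 2.31-fold lower (adjusted p = 5.5e-05). In gland-containing uteri, 6 of 25 interferon response genes rose (11 adjusted over the list alone, camera adjusted p = 5.5e-09, and adjusted p = 0.36 with an estimated correlation), such as the antiviral gene *Rsad2* at 2.48-fold (adjusted p = 1.8e-05).

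**Figure D2:**
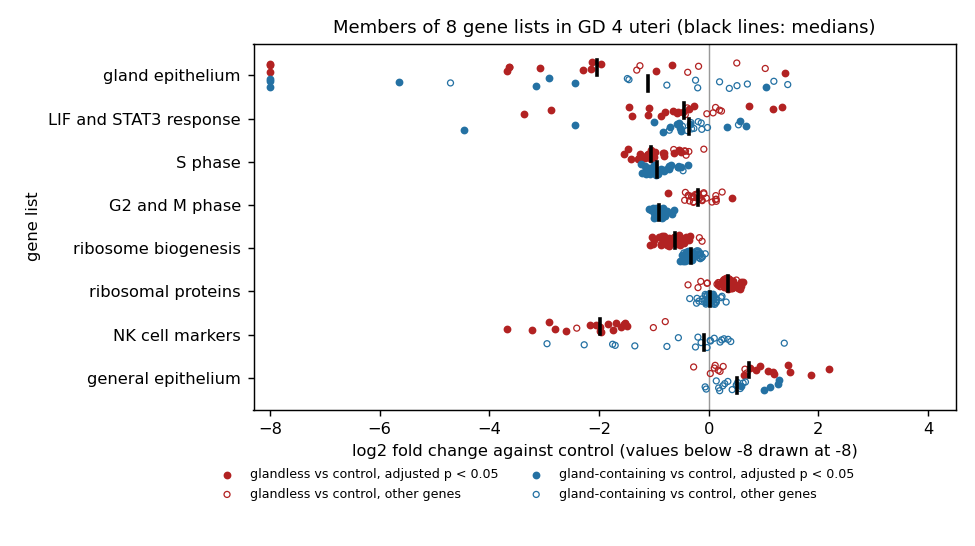
Log2 fold change against control uteri on GD 4 of the members of 8 gene lists, in glandless and in gland-containing uteri. Each point is a gene, filled where it passed, the black lines are medians, and values below -8 are drawn at -8. The natural killer cell list has a median of -1.98 in glandless and -0.08 in gland-containing uteri.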

Integration with uterine epithelial-specific transcriptomic data from our previous study^21^ determined that 137 GE-enriched genes (GE > LE, ANOVA; *P* < 0.05, >2-fold) were differentially expressed in the uteri of glandless *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ compared to control and gland-containing *Ltf*^*iCre/+*^*Foxa2*^*f/f*^ mice (Fig. 1b and Supplementary Data 3). 

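The 137 genes of Supplementary Data 3 moved both ways in glandless uteri. Of the 137, 71 were lower and 46 higher than in control uteri and 20 did not pass (80 and 49 adjusted over the list alone), and none passed in gland-containing uteri with edgeR's quasi-likelihood test. There 10 were lower and 3 higher at an unadjusted p under 0.05, and DESeq2's Wald test called 1 higher and edgeR-robust none. Compared directly with gland-containing uteri, 56 were lower, 37 higher and 44 did not pass (75 and 51 adjusted over the list alone). A total of 89 passed against control uteri and between the knockouts and did not pass in gland-containing uteri. The study chose these genes for their differences in the same libraries, so the counts are not independent evidence of their direction. It also chose them as changed in glandless uteri alone. The lack of calls in gland-containing uteri is thus nearly fixed by that choice, which also favors a small shift there. The list as a whole moved down against control uteri (median log2 fold change -0.39, camera adjusted p = 0.028, and adjusted p = 0.23 with an estimated correlation) and against gland-containing uteri (median -0.32, camera adjusted p = 0.016, and adjusted p = 0.13 with an estimated correlation). In gland-containing uteri its median was -0.02 (camera adjusted p = 0.49). Both camera calls were lost when genes with low counts were filtered with filterByExpr, and the one against control uteri also with scaling by library size only.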

Functional analysis of those 137 genes found enrichment for gene ontology (GO) terms including cell motility, cell migration, extracellular matrix, and basement membrane (Supplementary Data 4).

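Genes of the extracellular matrix (ECM) fell more often than they rose in glandless uteri. *Col12a1*, a collagen that decorates collagen fibrils, was 35.4 ± 13.3 CPM in glandless and 240 ± 21 CPM in control uteri (SD, n = 4 each), 6.77-fold lower (log2 fold change -2.76, standard error 0.24, adjusted p = 3e-07), and 4.18-fold lower than in gland-containing uteri (adjusted p = 2.4e-05). *Fbn1*, the gene of the microfibril protein fibrillin 1, fell 3.98-fold (adjusted p = 1.9e-08) and was 2.16-fold lower than in gland-containing uteri (adjusted p = 4.4e-05). *Has2*, which encodes a hyaluronan synthase, fell 5.69-fold (adjusted p = 2.4e-07), and the protease gene *Adamts4* fell 2.58-fold (adjusted p = 3.3e-07). *Col28a1*, a collagen gene, went the other way, 7.81-fold higher (adjusted p = 4.1e-07). Of 36 ECM glycoprotein genes, 18 fell and *Ltbp2*, *Mfap4*, *Ogn* and *Vtn* rose (19 and 4 adjusted over the list alone, camera adjusted p = 0.00031, and adjusted p = 0.47 with an estimated correlation). Among 38 ECM remodeling genes, 18 fell and *Adamts16*, *Mmp10*, *Mmp11* and *Mmp15* rose (19 and 4 adjusted over the list alone, camera adjusted p = 0.0016, and adjusted p = 0.26 with an estimated correlation). Among 32 collagen genes, 12 fell and *Col28a1*, *Col4a4*, *Col6a6* and *Col8a1* rose (13 and 4 adjusted over the list alone, camera adjusted p = 0.017, and adjusted p = 0.47 with an estimated correlation). Of 31 basement membrane genes, 12 fell, 7 rose and 12 did not pass (14 and 7 adjusted over the list alone, camera adjusted p = 0.057). *Col4a1*, a type IV collagen gene, fell 1.68-fold (adjusted p = 3.5e-05) and the laminin gene *Lamb1* fell 1.39-fold (adjusted p = 3.6e-05), whereas *Lamb3*, a laminin gene of epithelia, rose 3.49-fold (adjusted p = 6.4e-05). Against gland-containing uteri, 8 basement membrane genes were lower and 23 did not pass (camera adjusted p = 0.051), and 9 ECM glycoprotein genes were lower, with *Ltbp2* and *Mfap4* higher (camera adjusted p = 0.029, and adjusted p = 0.67 with an estimated correlation). These lists are wider than the 137 genes that the paper analysed by GO term, whose enrichment was not repeated here. The collagen call against control uteri was lost with filterByExpr, and the ECM glycoprotein call between the knockouts also without glandless replicate 1 or gland-containing replicates 3 or 4.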

**Fig. 1:**
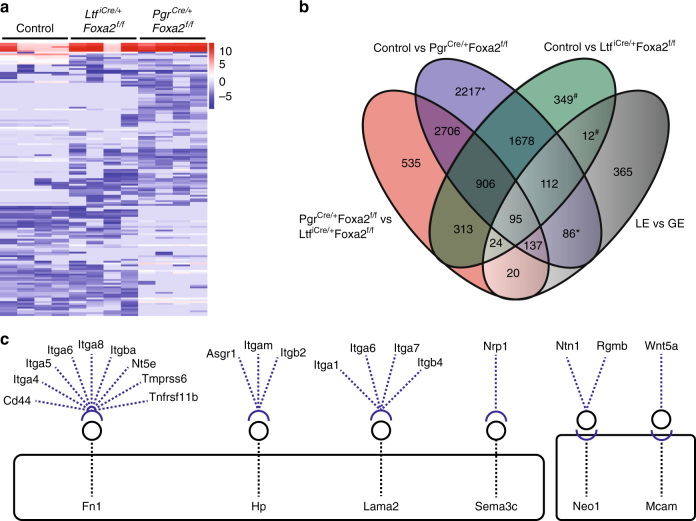
The uterine transcriptome is dysregulated in mice that lack glands. RNA-sequencing was performed using uteri from gland-containing *Ltf*^*iCre/+*^*Foxa2*^*f/f*^ glandless *Pgr*^*Cre/+*^*Foxa2*^*f/f*^, and control mice on GD 4. **a** Heatmap of the top 150 differentially expressed genes (log2 FPKM values) in FOXA2-deficient mice compared to controls. **b** Venn diagram comparing unique or common transcripts between the uterus of gland-containing *Ltf*^*iCre/+*^*Foxa2*^*f/f*^, glandless *Pgr*^*Cre/+*^*Foxa2*^*f/f*^, and control mice on GD 4. The LE vs GE represents genes that were enriched in the GE compared to the LE on GD 4. Superscripts denote genes combined for analysis. **c** Receptor and ligand interactions between genes uniquely differentially expressed in the uteri of glandless mice that are also enriched in GE on GD 4. Black boxes indicate genes uniquely differentially expressed in uteri of glandless *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ compared to control mice. Circles represent ligands, and half circles are receptors. All analysis was conducted using four biological replicates

Next, the FANTOM5 database^22^ was used to determine ligands and receptors in the GD 4 transcriptome data. This analysis identified four GE-enriched genes (*Fn1*, *Hp*, *Lama2*, *Sema3c*) that encode ligands differentially expressed only in the uteri of glandless *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ mice and have cognate receptors expressed in the uterus (Fig. 1c and Supplementary Table 1). 

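*Fn1*, which encodes the matrix protein fibronectin, was 988 ± 84.3 CPM in glandless, 1830 ± 191 in control and 1430 ± 223 in gland-containing uteri (SD, n = 4 each). *Lama2*, a laminin gene, was 117 ± 17.7, 221 ± 59.2 and 188 ± 29.9 CPM in the same order, 1.89-fold lower in glandless than in control uteri (log2 fold change -0.92, standard error 0.16, adjusted p = 0.00023). *Sema3c*, the gene of a secreted guidance protein, was 125 ± 13, 206 ± 24.2 and 205 ± 20.2 CPM, 1.64-fold lower in glandless than in control uteri (log2 fold change -0.71, standard error 0.18, adjusted p = 0.0041). *Hp*, which encodes the hemoglobin-binding protein haptoglobin, was 0.45 ± 0.141, 2 ± 0.688 and 5.47 ± 7.36 CPM, 4.43-fold lower in glandless uteri (log2 fold change -2.15, standard error 0.78, adjusted p = 0.04). In gland-containing uteri none of the 4 passed against control uteri, with adjusted p of 0.11 for *Fn1*, 0.19 for *Hp*, 0.39 for *Lama2* and 1 for *Sema3c*. Glandless uteri were directly lower than gland-containing uteri in *Fn1* (1.44-fold, adjusted p = 0.013), *Lama2* (1.6-fold, adjusted p = 0.0072), *Sema3c* (log2 fold change -0.71, adjusted p = 0.01) and *Hp* (12-fold, adjusted p = 0.0049, 2 of 4 libraries below all of the other group). *Hp* differed widely between gland-containing libraries, from 0.448 to 16.4 CPM, and without replicate 4 its change against control uteri turned from 1.44 to -0.14 on the log2 scale. The *Hp* call in glandless uteri was lost when any of the 8 libraries but control replicate 3 was left out, with adjusted p up to 0.1. Without gland-containing replicate 3, *Fn1* passed against control uteri (log2 fold change -0.47, adjusted p = 0.043) and no longer passed between the knockouts (adjusted p = 0.057).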

*Fn1* expression was over three-fold lower in the uteri of glandless *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ as compared to control mice, and expression of several FN1 receptors was also lower in glandless *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ uteri (Supplementary Data 2 and Supplementary Table 1). Collectively, these analyses support the idea that the glands mediate endometrial synchrony by producing secreted factors that interact with other endometrial cell types during the peri-implantation period.

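*Fn1* (chromosome 1 of GRCm38, 71585520 to 71653200) was 1.85-fold lower in glandless than in control uteri, a log2 fold change of -0.89 with a standard error of 0.14 (adjusted p = 7.9e-05), and lay below every control library in all 4 glandless libraries. Among its receptor genes, the integrin subunit genes *Itga5*, *Itgav*, *Itgb1* and *Itgb8* fell in glandless uteri. *Itga5*, the fibronectin-specific alpha subunit, was 142 ± 25.4 CPM in glandless and 215 ± 20.9 CPM in control uteri (SD, n = 4 each), 1.52-fold lower (adjusted p = 0.0018). *Itgb1*, the beta subunit that pairs with it, fell 1.45-fold (adjusted p = 1.6e-05) and *Itgav* fell 1.33-fold (adjusted p = 0.00024). *Itga2b*, *Itgb5*, *Itgb6* and *Sdc4* rose, the last of them a syndecan gene at 1.55-fold (adjusted p = 0.002). Of the 15 fibronectin receptor genes measured, 7 did not pass (5 fell and 4 rose adjusted over the list alone), and the list as a whole did not shift (camera adjusted p = 0.28). In gland-containing uteri *Itgb1* fell 1.24-fold (adjusted p = 0.011) and 14 did not pass (camera adjusted p = 0.78). That *Itgb1* call was lost with edgeR-robust and without the 3 libraries picked by eye, with adjusted p up to 0.18. *Itgav* was 1.25-fold lower in glandless than in gland-containing uteri (adjusted p = 0.0061). From these analyses the paper proposes that glands act on other endometrial cell types through secreted factors, and so keep the endometrium in synchrony.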

### Crypt formation is not altered in FOXA2-deficient mice

Blastocysts enter the uterus on the afternoon of GD 4 and become positioned in the implantation crypts formed in the antimesometrial region of the uterus prior to attachment^1^. Initiation of blastocyst attachment and subsequent nidation involves dynamic changes in gene expression observed in both LE and stromal cells adjacent to the blastocyst^2–4,19,23,24^. Both glandless *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ and gland-containing *Ltf*^*iCre/+*^*Foxa2*^*f/f*^ mice are infertile due to embryo implantation failure and lack *Lif* expression on GD 4^16^.

To assess blastocyst positioning and initiation of implantation, we carefully examined implantation sites during early pregnancy. Hatched blastocysts were present within implantation crypts on the antimesometrial side of the uterus in both control and FOXA2-deficient mice at 2200 hours on GD 4 (Fig. 2a). However, *heparin-binding EGF-like growth factor* (*Hbegf)*, an essential mediator of embryo-uterine interactions during implantation and marker of trophectoderm attachment^25^, was not upregulated in LE cells adjacent to the blastocyst in FOXA2-deficient mice as found in control mice (Fig. 2a).

**Fig. 2:**
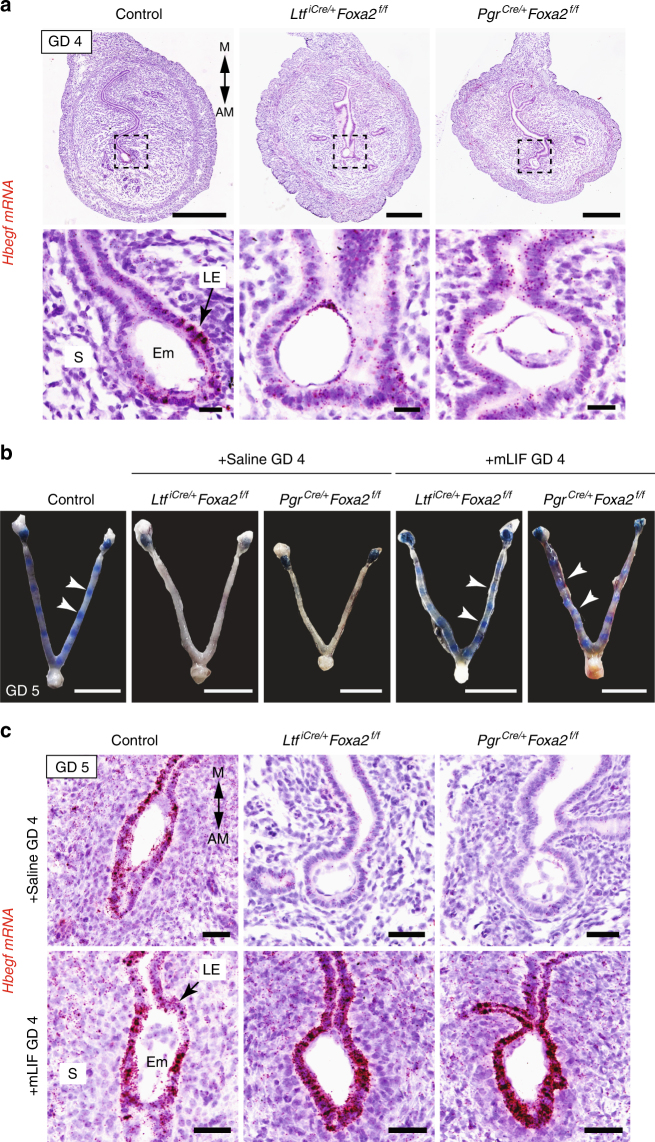
LIF initiates implantation in FOXA2-deficient mice. **a** In situ localization of *Hbegf* mRNA in the uterus of control and FOXA2-deficient mice without LIF repletion on GD 4 at 2200 hours. Uterine sections were counterstained with hematoxylin after chromogenic detection of *Hbegf* mRNA (red). Top panel—Scale bar: 500 μm; Bottom panel—Scale bars: 25 μm. **b** Gross morphology of uteri on GD 5 at 0800 hours. FOXA2-deficient mice received intraperitoneal (i.p.) injections of saline or recombinant mouse LIF on GD 4. Implantation sites accumulate Evans Blue Dye. White arrowheads point to individual implantation sites. Scale bar: 1 cm. **c** In situ localization of *Hbegf* mRNA in the uterus on GD 5 at 0800 hours. FOXA2-deficient mice received intraperitoneal (i.p.) injections of saline or recombinant mouse LIF on GD 4. Scale bar: 50 μm. AM: antimesometrial, M: mesometrial, Em: embryo, LE: luminal epithelium, S: stroma. All images are representative of three independent experiments

### LIF initiates embryo attachment in FOXA2-deficient mice

Intraperitoneal injections of recombinant mouse LIF on GD 4 will initiate embryo implantation in FOXA2-deficient mice^16^. Although pregnancy is maintained to term in LIF-replaced gland-containing *Ltf*^*iCre/+*^*Foxa2*^*f/f*^ mice, embryos are resorbed and pregnancy is lost by GD 10 in LIF-replaced glandless *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ mice^16^. Here, LIF repletion was performed to examine embryo implantation in-depth. On the morning of GD 5, implantation sites were observed in both control and LIF-replaced FOXA2-deficient mice, whereas they were absent from uteri of FOXA2-deficient mice receiving saline vehicle on GD 4 (Fig. 2b). The number of implantation sites in the LIF-replaced FOXA2-deficient mice did not differ from control mice^16^.

Next, *Hbegf* expression was determined by in situ hybridization, as *Hbegf* is upregulated in the LE cells adjacent to the implanting blastocyst beginning late on GD 4^26^ (Fig. 2a, c). At 0900 hours on GD 5, *Hbegf* mRNA was present in the LE cells surrounding the embryo in the implantation chamber of control but not saline-treated FOXA2-deficient mice (Fig. 2c). Similar to control mice, *Hbegf* was clearly present in the LE of both types of FOXA2-deficient mice receiving LIF injections on GD 4 (Fig. 2c). The morphology of the implantation chambers formed in uteri of saline-treated FOXA2-deficient mice was consistently more spherical or ovoid in shape as compared to the spear shape of chambers formed in control mice.

On GD 4, GE cells respond to the nidatory surge in estrogen from the ovary and express *Lif* that activates signal transducer and activator of transcription 3 (STAT3) in the LE^12,27,28^. At 0900 hours on GD 5, activated phosphorylated STAT3 (pSTAT3) was present in the nuclei of LE and stromal cells adjacent to embryos in the implantation chamber of control but not saline-treated FOXA2-deficient mice (Supplementary Figure 1). Intraperitoneal injections of LIF on GD 4 activated STAT3 in the LE and stromal cells adjacent to the embryo in both types of FOXA2-deficient mice.

Expression of prostaglandin-endoperoxide synthase 2 (PTGS2) commences on the morning of GD 5 in the decidualizing stromal cells that form the primary decidual zone (Pdz) adjacent to the implanting blastocyst^24^. All implantation chambers of GD 5 control mice contained PTGS2-positive stromal cells near the implanting embryo, whereas PTGS2 was restricted to only LE cells juxtaposed to the embryo in uteri of GD 5 FOXA2-deficient mice (Supplementary Figure 2a). After LIF repletion on GD 4, implantation chambers in FOXA2-deficient mice contained PTGS2-positive stromal cells similar to control mice on the morning of GD 5 (Fig. 3a). Thus, LIF replacement initiates blastocyst implantation and onset of stromal cell decidualization in the uteri of both gland-containing and glandless FOXA2-deficient mice.

**Fig. 3:**
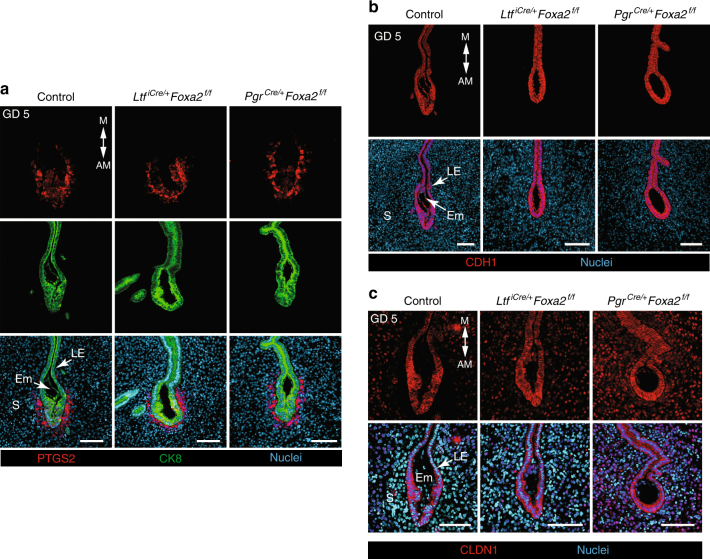
Stromal cell decidualization and epithelial remodeling in LIF-replaced FOXA2-deficient mice. Control, gland-containing *Ltf*^*iCre/+*^*Foxa2*^*f/f*^ and glandless *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ mice received i.p. injections of recombinant mouse LIF on GD 4 and were evaluated on GD 5 at 0800 hours. **a** Immunofluorescence analysis of PTGS2 and CK8 in implantation sites. PTGS2 is present in the stroma around the implanting embryo on the antimesometrial side of the uterus. Scale bar: 100 μm. **b** Immunofluorescence analysis of CDH1 in implantation sites. Scale bar: 100 μm. **c** Immunofluorescence analysis of CLDN1 in implantation sites. Scale bar: 100 μm. AM: antimesometrial, M: mesometrial, Em: embryo, LE: luminal epithelium, S: stroma. All images are representative of three independent experiments

Epithelial and tight junction remodeling occurs in the uterus during implantation that is essential for pregnancy establishment and success^19,20,29,30^. We evaluated E-cadherin (CDH1) and claudin 1 (CLDN1) in the LE, as they are components of adherens junctions and tight junctions, respectively. At 0900 hours on GD 5, CDH1 was uniformly abundant in the LE cells of implantation crypts in both control and LIF-replaced FOXA2-deficient mice (Fig. 3b). The tight junction protein CLDN1 exhibited a more variegated pattern in the LE of implantation sites from control and LIF-replaced *Ltf*^*iCre/+*^*Foxa2*^*f/f*^ mice, particularly in antimesometrial region, as compared to LIF-replaced *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ mice (Fig. 3c). The implantation chambers on GD 5 were more ovoid in shape in saline-treated FOXA2-deficient mice and had less CLDN1 in the LE than control mice (Supplementary Figure 2b). Despite LIF repletion, the GD 5 implantation chambers were consistently ovoid shaped in glandless *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ mice, but more spear shaped in gland-containing control and *Ltf*^*iCre/+*^*Foxa2*^*f/f*^ mice. All examined implantation sites on GD 5 contained an embryo with a FOXA2-positive endoderm (Supplementary Figure 3a). As in humans, a recent study employing tridimensional visualization found that uterine glands remain intact during pregnancy establishment in mice^4^. Similarly, we observed that glands were present on GD 5 and appeared to connect directly into the implantation crypt (Supplementary Figure 3b).

### Implantation is disrupted in LIF-replaced glandless mice

Active removal of LE by entosis begins on the lateral sides of the implantation chamber on GD 5 (1800–2000 hours)^7^. Removal of the LE was observed in implantation sites from both control and LIF-replaced *Ltf*^*iCre/+*^*Foxa2*^*f/f*^ mice on GD 5 at 2000 hours (Fig. 4a). The remaining LE cells surrounding the embryo displayed decreased apicobasal polarity. In contrast, intact LE cells were consistently observed in the implantation sites of LIF-replaced glandless *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ mice.

**Fig. 4:**
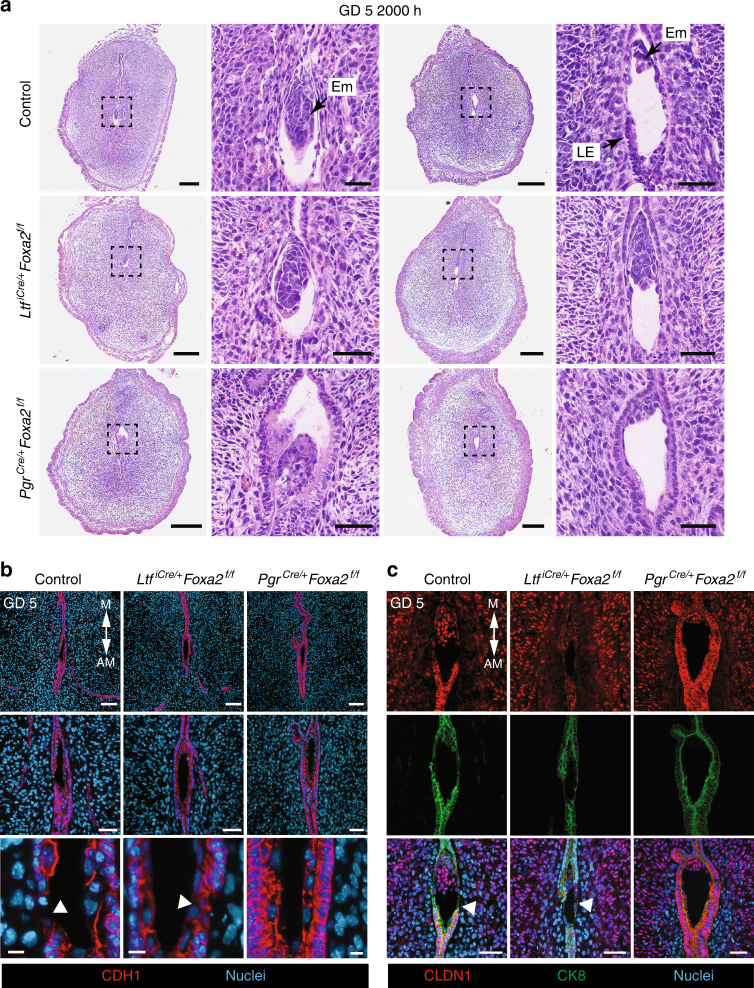
On-time removal of the LE is defective in LIF-replaced glandless *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ mice. Control, gland-containing *Ltf*^*iCre/+*^*Foxa2*^*f/f*^ and glandless *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ mice received i.p. injections of recombinant mouse LIF on GD 4 and were evaluated at 2000 hours on GD 5. **a** Section of implantation sites on GD 5 were stained with hematoxylin and eosin. Representative images are shown for two independent mice representing observed variation. Columns 1 and 3—Scale bar: 250 μm; Columns 2 and 4—Scale bar, 50 μm. **b** Immunofluorescence analysis of CDH1 in implantation sites. Areas of breached epithelium are indicted with white arrowheads. Row 1—Scale bar: 100 μm; Row 2—Scale bar: 50 μm; Row 3—Scale bar: 10 μm. **c** Immunofluorescence analysis of CLDN1 in implantation sites. Areas of breached epithelium are indicted with white arrowheads. Scale bar: 50 μm. AM: antimesometrial, M: mesometrial, Em: embryo, LE: luminal epithelium. All images are representative of three independent experiments

Epithelial integrity was determined by evaluating adherens (CDH1) and tight junctions (CLDN1). At 2000 hours on GD 5, interrupted areas of CDH1-positive LE were observed in the lateral sides of the implantation crypts of both control and LIF-replaced *Ltf*^*iCre/+*^*Foxa2*^*f/f*^ mice, but not LIF-replaced glandless *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ mice (Fig. 4b). Similarly, CLDN1-positive LE cells were absent from the lateral sides of the implantation crypts in uteri from both control and LIF-replaced *Ltf*^*iCre/+*^*Foxa2*^*f/f*^ mice (Fig. 4c). In contrast, CLDN1 remained detectable in all LE cells on the lateral sides of the embryo in LIF-replaced glandless *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ mice (Fig. 4c). However, by the morning of GD 6, the LE was completely removed from the implantation sites in LIF-replaced glandless *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ mice (Fig. 5a). Collectively, these results support the idea that on-time implantation is perturbed in glandless *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ mice despite LIF repletion, as evidenced by defective removal of the LE. Another possibility is that the remaining LE is a byproduct of the implantation defect and not the causation.

**Fig. 5:**
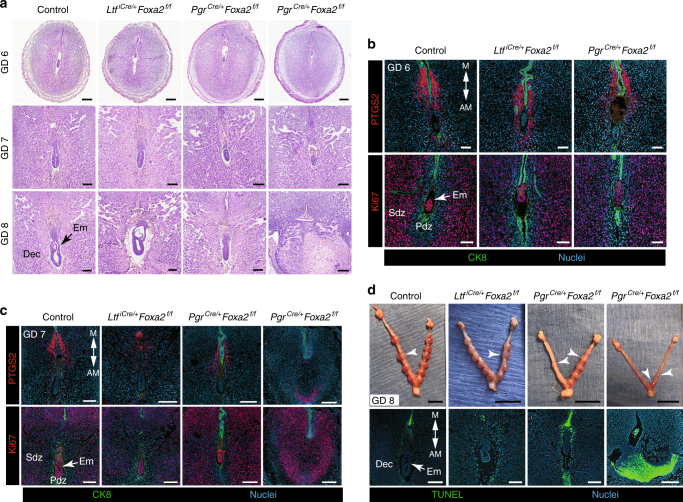
Uterine glands are essential for decidual progression and pregnancy establishment in mice. Control, gland-containing *Ltf*^*iCre/+*^*Foxa2*^*f/f*^ and glandless *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ mice received i.p. injections of recombinant mouse LIF on GD 4 and were evaluated on GDs 6, 7, and 8. **a** Sections of implantation sites were stained with hematoxylin and eosin. Note the variation in embryo and decidua development on GDs 7 and 8 in the glandless *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ uterus. Row 1—Scale bar: 250 μm; Row 2—Scale bar: 150 μm; Row 3—Scale bar: 150 μm. **b** Immunofluorescence analysis of PTGS2 and Ki67 (cell proliferation marker) in implantation sites on GD 6. Scale bar: 100 μm. **c** Immunofluorescence analysis of PTGS2 and Ki67 (cell proliferation marker) in implantation sites on GD 7. Scale bar: 250 μm. **d** Gross morphology of the uterus on GD 8 (top panel). White arrowheads indicate individual implantation sites. Scale bar: 1 cm. TUNEL staining to detect apoptosis in implantation sites on GD 8 (bottom panel). Scale bar: 250 μm. Em: embryo, Dec: decidua, Pdz: primary decidual zone, Sdz: secondary decidual zone. All images are representative of three independent experiments

### Decidualization failure in mice lacking uterine glands

By the morning of GD 6, implantation sites in both types of LIF-replaced FOXA2-deficient mice were histologically normal and virtually indistinguishable from control mice (Fig. 5a). The embryo was positioned more centrally within the uterus, LE cells were absent from the implantation chamber, and PTGS2-positive decidualizing stromal cells forming the Pdz were evident (Fig. 5b). Evidence of secondary decidual zone (Sdz) formation was found in control and FOXA2-deficient mice based on Ki67 positive proliferating cells adjacent to the Sdz in the antimesometrial regions of the implantation sites (Fig. 5c).

Although embryos were clearly present within implantation sites of *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ mice on GD 7, their morphology was more variable and less developed than in uteri of control and *Ltf*^*iCre/+*^*Foxa2*^*f/f*^ mice (Fig. 5a). PTGS2 expression was also more variable and less consistent in LIF-replaced glandless *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ mice on GD 7 (Fig. 5c). Cell proliferation declined in the Sdz of implantation sites from both control and LIF-replaced *Ltf*^*iCre/+*^*Foxa2*^*f/f*^ mice; however, Ki67-positive proliferating cells remained in the Pdz and Sdz of implantation sites from LIF-replaced glandless *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ mice on GD 7 (Fig. 5c). Delayed embryo development and embryo resorption was particularly noticeable by GD 8 in LIF-replaced *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ mice (Fig. 5a). Note the substantial decreased numbers of implantation sites in uteri from LIF-replaced *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ mice (Fig. 5d). TUNEL analysis revealed that implantation sites of LIF-replaced *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ mice contained considerable amounts of apoptotic decidual cells as well as degenerating embryos (Fig. 5d). Complete resorption of embryos and implantation sites are observed by GD 10 in LIF-replaced glandless *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ mice^16^. These results support the idea that adverse ripple effects of asynchronous implantation and defective decidualization results in embryo resorption and pregnancy loss in glandless *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ mice.

### Glands influence the GD 6 uterine transcriptome

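The GD 6 data are RNA sequencing of implantation sites from control mice and from LIF-replaced glandless *Pgr* Cre/+*Foxa2* f/f mice, with 4 libraries per group, as the legend of Fig. 6 states. Glandless mice received LIF by intraperitoneal injection on GD 4. For control mice the sources differ. The paper's methods state saline, whereas the legends of Figs. 3 to 5 and the labels of the control GD 6 samples state LIF. If control mice received saline, the absence of glands and the LIF injections cannot be told apart between glandless and control sites on GD 6. An implantation site holds endometrium, decidua and embryo, so embryonic and trophoblast transcripts are part of the counts. Totals per library ran from 37984006 to 40751931 (median 39145860) in control sites and from 33568213 to 41196785 (median 41079357) in glandless sites, counted by the authors with the steps used for GD 4. Both groups belong to the model of 20 libraries fitted for GD 4, and the tests are the same.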

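Among the genes with the largest changes in glandless sites on GD 6, *Sfrp5*, which encodes a secreted WNT inhibitor, was 329 ± 175 CPM against 34.4 ± 18.7 in control sites (SD, n = 4 each), 9.57-fold higher (log2 fold change 3.26, standard error 0.4, adjusted p = 0.00011). *Atp1a3*, a sodium pump subunit gene, rose 12.4-fold (adjusted p = 0.00062), the serotonin transporter gene *Slc6a4* rose 9.82-fold (adjusted p = 0.00069) and *Coch*, which encodes cochlin, rose 8.68-fold (adjusted p = 0.0016), with 261 CPM in glandless replicate 3 and 37 to 62.4 CPM in the others. The annexin gene *Anxa8* rose 12-fold (adjusted p = 0.0055) and *Erv3*, an endogenous retroviral gene, rose 26.9-fold (adjusted p = 0.003). Of genes that fell, *Elovl2*, an enzyme of polyunsaturated fatty acid elongation, was 6.34-fold lower (adjusted p = 0.0001), the transglutaminase gene *Tgm5* was 9.52-fold lower (adjusted p = 0.0038), *Wfdc6a* was 9.34-fold lower (adjusted p = 0.00086) and the phosphatase gene *Dusp13* was 8.69-fold lower (adjusted p = 0.0026). *Pgr* was 243 ± 50.6 CPM in glandless and 236 ± 22.2 CPM in control sites (adjusted p = 0.89). In all, 2028 genes differed (1160 higher and 868 lower in glandless sites), 499 of them by at least 2-fold. Scaled by library size only, 988 were higher and 1046 lower, so the excess of higher genes depends on the scaling. The count was 763 when only these 8 libraries were fitted, 732 at an adjusted p under 0.01, 1116 without control replicate 1 and 1254 without control replicate 4. *Coch*, *Anxa8* and *Erv3* did not pass in the fit of these 8 libraries, with adjusted p from 0.057 to 0.085.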

Transcriptome profiling of implantation sites on GD 6 was conducted and found that expression of 1332 genes differed (552 increased, 780 decreased) between control and LIF-replaced *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ mice on GD 6 (Supplementary Data 5). Many of the 780 decreased genes are known to be expressed uniquely in uterine glands (*Cxcl15*, *Foxa2*, *Prss28*, *Prss29*, *Sox9*, *Spink3*, *Ttr*) and thus are not expressed in the uterus of LIF-replaced glandless *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ mice (Fig. 6a). 

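Gland transcripts that were abundant in control implantation sites were nearly absent from glandless sites. The gland protease genes *Prss28* and *Prss29*, neighbors on chromosome 17 of GRCm38, were 540 ± 392 and 665 ± 505 CPM in control sites and 0.506 ± 0.868 and 0.738 ± 1.13 CPM in glandless sites (SD, n = 4 each). They were 1010-fold lower (adjusted p = 0.0004) and 861-fold lower (adjusted p = 0.00038). *Spink1*, the gene the paper names *Spink3*, was 171 ± 118 CPM in control and 0.147 ± 0.218 CPM in glandless sites, 1100-fold lower (log2 fold change -10.1, standard error 1.3, adjusted p = 0.00019). *Sox9*, a transcription factor gene of gland cells, was 5.03 ± 3.69 against 1.15 ± 0.279 CPM, 4.33-fold lower (log2 fold change -2.12, standard error 0.58, adjusted p = 0.026). *Foxa2* was 0.406 ± 0.313 against 0.095 ± 0.0376 CPM, 4.24-fold lower (adjusted p = 0.028). For *Sox9* and *Foxa2* no glandless site lay below all control sites, since control replicate 4 is low. *Ttr* was 0.226 ± 0.143 CPM in control sites and lower by a ratio of 11.4 (95% interval 3.6 to 58.1, adjusted p = 0.021). *Cxcl15* was at 0.0199 ± 0.0259 CPM in control and had no count in glandless sites, and a difference was not detectable at this depth (adjusted p = 0.35). Control replicate 4 stood apart, with 6.16 CPM of *Prss29* against 693 to 1240 in the other control sites, 2.3 CPM of *Spink1* against 186 to 272 and 0.449 CPM of *Sox9* against 4.91 to 9.48. Among glandless sites, replicate 4 held 2.43 CPM of *Prss29* against 0.153 to 0.193. Of the 20 gland epithelium genes, *Prss28*, *Prss29*, *Spink1*, *Sox9*, *Foxa2* and *Ttr* fell, *Kcne2*, a potassium channel subunit gene, rose by a log2 fold change of 1.68 and 13 did not pass (9 fell and 3 rose adjusted over the list alone). The list did not shift by camera (adjusted p = 0.33), but did without control replicate 4 (adjusted p as low as 0.00051 among the settings tried). *Ttr*, *Sox9* and *Foxa2* did not pass in the fit of these 8 libraries, and *Ttr* and *Foxa2* also not without control replicates 1 or 2, with adjusted p up to 0.17. The paper reasons that these genes are not expressed because their expression is unique to glands, which these mice lack.

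**Figure D3:**
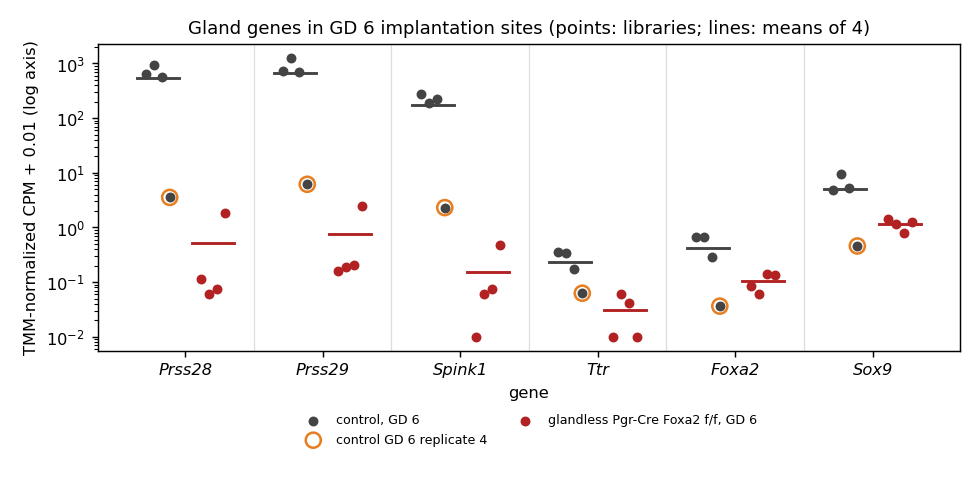
Levels of *Prss28*, *Prss29*, *Spink1*, *Ttr*, *Foxa2* and *Sox9* in CPM on a log axis, with 0.01 added, in each of the 4 control and 4 glandless implantation sites on GD 6. The circled point is control replicate 4, which lies below the other control sites for these genes.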

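Several genes that mark or direct decidualization were higher in glandless than in control implantation sites on GD 6. *Wnt4*, which encodes a WNT ligand of the decidua, was 217 ± 89.6 CPM in glandless and 80.8 ± 21.7 CPM in control sites (SD, n = 4 each), 2.68-fold higher (log2 fold change 1.42, standard error 0.24, adjusted p = 0.0013). *Cebpb*, the gene of a transcription factor required for decidualization, rose 2.25-fold (log2 fold change 1.17, standard error 0.17, adjusted p = 0.00021). *Bmp7*, a bone morphogenetic protein gene, rose 2.02-fold (adjusted p = 0.016) and *Ptx3*, a pentraxin gene, rose 2.82-fold (adjusted p = 0.0017). *Cdh1*, which encodes E-cadherin, was 69.4 ± 21.2 against 54.3 ± 8.42 CPM and did not pass (log2 fold change 0.35, adjusted p = 0.35). *Ptgs2*, which encodes cyclooxygenase 2, was 21.6 ± 5.66 against 65.2 ± 22.6 CPM, and every glandless site was below every control site, yet it did not pass (log2 fold change -1.59, standard error 0.58, adjusted p = 0.091). Its adjusted p was 0.0053 with edgeR-robust. Of 39 decidual cell genes measured, 17 rose, *Angpt4* and *Klf9* fell and 20 did not pass (21 rose and 4 fell adjusted over the list alone, camera adjusted p = 4.6e-09, and adjusted p = 0.3 with an estimated correlation). *Ass1*, an enzyme of arginine synthesis, rose 3.18-fold (adjusted p = 3.6e-05), *Dio3*, which inactivates thyroid hormone, rose 2.2-fold (adjusted p = 0.00021) and *Hand2*, a stromal transcription factor gene, rose 1.96-fold (adjusted p = 3.6e-05). Of 24 genes of the LIF and STAT3 response, 11 rose and *Myc* fell (13 and 2 adjusted over the list alone, camera adjusted p = 9.1e-08, and adjusted p = 0.28 with an estimated correlation), with *Socs3* 2.28-fold higher (adjusted p = 0.0002) and *Osmr* 2.25-fold higher (adjusted p = 0.00023). *Bmp7* and *Ptx3* did not pass in the fit of these 8 libraries (adjusted p of 0.071 and 0.053), and *Bmp7* also not without control replicate 1.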

Further, 53 of the differentially expressed genes are implicated or known to be involved in stromal cell decidualization (*Bmp7*, *Cdh1*, *Cebpb*, *Ptgs2*, *Ptx3*, *Wnt4*)^31–37^ (Fig. 6b). 

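Some natural killer cell and cholesterol synthesis genes fell in glandless implantation sites, and some adhesion genes rose. *Gzmb*, a granzyme gene of natural killer cells, was 22.8 ± 1.88 CPM in glandless and 95.2 ± 31.2 CPM in control sites (SD, n = 4 each), 4.18-fold lower (log2 fold change -2.06, standard error 0.31, adjusted p = 0.00049). The chemokine gene *Xcl1* fell 4.12-fold (adjusted p = 0.0041) and *Prf1* fell 3.53-fold (adjusted p = 0.012, 3 of 4 sites below all control sites). Of 20 natural killer cell genes, 8 fell and 12 did not pass (14 fell adjusted over the list alone, camera adjusted p = 4.9e-10, and adjusted p = 0.3 with an estimated correlation). Among 22 genes of adherens junctions and desmosomes, *Cdh3*, *Ctnnb1*, *Nectin1*, *Nectin2* and *Nectin4* rose and 17 did not pass (6 rose and 1 fell adjusted over the list alone, camera adjusted p = 0.0015, and adjusted p = 0.34 with an estimated correlation). *Nectin4* rose 3.21-fold (adjusted p = 0.00068) and *Cdh3*, which encodes P-cadherin, rose 2.78-fold (adjusted p = 0.003, 3 of 4 sites above all control sites). General epithelium genes moved with them, 8 of 20 rising and *Prom1* falling (10 and 1 adjusted over the list alone, camera adjusted p = 0.00043, and adjusted p = 0.65 with an estimated correlation). Of 30 mitotic genes, *Cenpf* fell 1.57-fold (adjusted p = 0.029) and *Kif23* fell 1.54-fold (adjusted p = 0.0094), and the list moved down (camera adjusted p = 4.6e-09, and adjusted p = 0.65 with an estimated correlation). Of 32 S phase genes only *Pola1* fell, by a log2 fold change of -0.63 (camera adjusted p = 0.0036, and adjusted p = 0.73 with an estimated correlation). Of 24 cholesterol synthesis genes, 9 fell (15 adjusted over the list alone, camera adjusted p = 2e-10, and adjusted p = 0.34 with an estimated correlation), with *Pcsk9*, which degrades the LDL receptor, 3.62-fold lower (adjusted p = 0.0026) and at 2.38 CPM in glandless replicate 4 against 8.54 to 9.78 in the other glandless sites. Of 31 angiogenesis genes, *Angpt1* (3 of 4 sites above all control sites), *Edn1*, *S1pr1* and *Vegfa* rose and *Angpt4*, *Ednrb* and *Vegfc* fell (8 and 3 adjusted over the list alone, camera adjusted p = 0.69). *Vegfa*, the main vascular growth factor gene, rose 1.4-fold (adjusted p = 0.0053) and *Vegfc*, a lymphatic growth factor gene, fell 1.48-fold (adjusted p = 0.015). Of 36 WNT pathway genes, 6 rose and *Wnt5a* fell (13 and 4 adjusted over the list alone, camera adjusted p = 0.016, and adjusted p = 0.3 with an estimated correlation), with *Wnt5a* 2.05-fold lower (adjusted p = 1.8e-05). Of 35 genes of BMP and TGF-beta signaling, 8 rose and *Id2*, *Tgfb2* and *Tgfbr3* fell (9 and 4 adjusted over the list alone, camera adjusted p = 0.071). *Cdh3*, *Ctnnb1*, *Prf1* and *Angpt1* did not pass in the fit of these 8 libraries, with adjusted p from 0.056 to 0.08. The S phase call was lost without glandless replicate 4, the WNT call without control replicate 1 or glandless replicate 4, and the *Cenpf* call without any of 5 single libraries (control replicates 1, 2 or 3 and glandless replicates 3 or 4).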

Functional analysis found that the differentially expressed genes were enriched in a number of biological processes including cell adhesion, cell differentiation, cellular proliferation, immune response, and vasculature development (Fig. 6c and Supplementary Data 6).

**Fig. 6:**
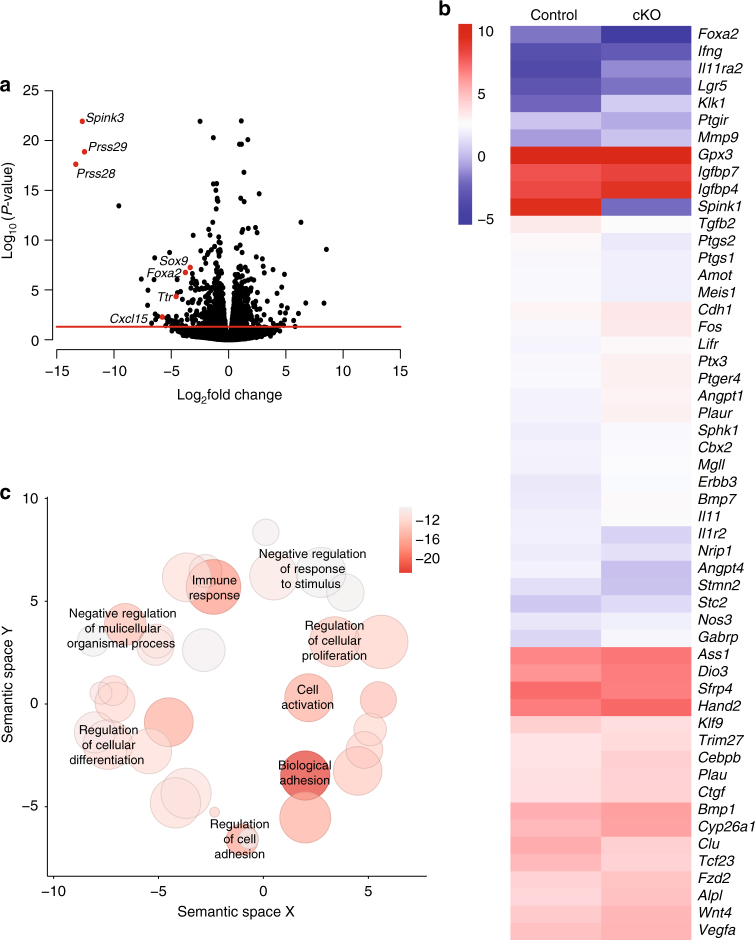
The uterine transcriptome is dysregulated in the implantation sites of GD 6 mice that lack endometrial glands. RNA-sequencing analysis was conducted using implantation sites from LIF-replaced glandless and control mice on GD 6 (*n* = 4 per genotype). **a** Volcano plot of all genes detected in transcriptome analysis. All data points above the red horizontal line are significant. Known gland-specific genes have red points and are labeled with gene names. **b** Heatmap for 53 genes (log2 FPKM values) known to be involved in decidualization that were different in GD 6 implantation sites in LIF-replaced glandless *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ mice. **c** Visualization of biological process GO terms associated with genes differentially expressed in LIF-replaced glandless *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ and control mice on GD 6. Color indicates the FDR *P* value and size indicates the frequency of the GO term in the underlying annotation database. Darker circles with a larger size represent highly significant terms that are more general

Next, genes were identified that increased or decreased in the uterus of control and glandless LIF-replaced *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ mice from GD 4 to GD 6 (Supplementary Figure 4 and Supplementary Data 7 and 8). 

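Changes from GD 4 to GD 6 were taken from the same 20 libraries, as control GD 6 against control GD 4 and glandless GD 6 against glandless GD 4. The difference between the 2 changes was tested as an interaction in the same edgeR model. The tissue differed between days, whole uterus on GD 4 and implantation sites on GD 6. The glandless GD 6 mice had received LIF and the glandless GD 4 mice had not, so that the day, LIF and implantation cannot be separated in these comparisons. A larger change means a more positive log2 fold change in glandless than in control mice. The tables of Supplementary Data 7 and 8 were in hand only in part (1996 genes of each) and were not compared as complete sets. Among the genes with the largest increases in control mice from GD 4 to GD 6, *Cyp11a1*, which encodes the enzyme that starts steroid synthesis from cholesterol, rose from 0.0851 ± 0.0758 to 79.9 ± 39.8 CPM (SD, n = 4 each), 861-fold (log2 fold change 9.75, standard error 0.99, adjusted p = 1.3e-06). *Dgkk*, a diacylglycerol kinase gene, rose 376-fold (adjusted p = 5.6e-05). *Hsd3b6*, another steroid synthesis gene, rose by a ratio of 519 (95% interval 143 to 4290, adjusted p = 0.0039) and *Crct1* rose at least 181-fold (adjusted p = 0.0024). Genes seen on GD 4 were lost. *Cyp3a59* fell at least 450-fold (adjusted p = 5.1e-07), the transporter gene *Abcb5* fell by a ratio of 1290 (95% interval 231 to 50900, adjusted p = 5.7e-06), *Topaz1* fell by a ratio of 455 (95% interval 81.2 to 18000, adjusted p = 1.5e-08) and the glutathione transferase gene *Gsta2* fell by a ratio of 150 (95% interval 41.2 to 1240, adjusted p = 5.5e-07). A total of 6776 genes differed (3348 higher and 3428 lower on GD 6), 2267 of them by at least 2-fold.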

Functional analysis of the 4616 genes that increased in control mice were enriched for biological processes that included cell cycle and reproduction and pathways associated with cell cycle, extracellular matrix, steroid and biosynthesis among others (Supplementary Data 9). Many of those increased genes are known to be expressed in decidualized stromal cells, such as members of the prolactin (PRL) family (*Prl8a2*, *Prl3c1*, *Prl8a9*, *Prl3d1*, *Prl3d2*, *Prl6a1*, *Prl3d3*, *Prl7b1*, *Prl5a1*), enzymes (*Ass1*, *Ptgs2*, *Sulf1*, *Fads3*) and secreted ligands (*Bmp2*, *Wnt4*). 

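Cell cycle genes rose together in control mice from GD 4 to GD 6. *Ccnb1*, which encodes cyclin B1, rose from 27.6 ± 9.81 to 154 ± 4.89 CPM (SD, n = 4 each), 5.59-fold (log2 fold change 2.48, standard error 0.18, adjusted p = 1.1e-08). All 30 mitotic genes rose (30 adjusted over the list alone, camera adjusted p = 8.2e-31, and adjusted p = 0.22 with an estimated correlation), such as *Cdc20* at 4.99-fold (adjusted p = 5.1e-09) and *Ube2c* at 4.08-fold (adjusted p = 1.1e-08), both of which act in mitotic exit. Of 32 S phase genes 25 rose and 7 did not pass (27 adjusted over the list alone, camera adjusted p = 4.7e-10, and adjusted p = 0.6 with an estimated correlation). *Rrm2*, a subunit gene of the enzyme that makes deoxynucleotides, rose 7.64-fold (adjusted p = 7.6e-07) and the transcription factor gene *E2f8* rose 4.67-fold (adjusted p = 2.8e-06). Cholesterol synthesis genes also rose, 20 of 24, while *Pmvk* fell (21 and 1 adjusted over the list alone, camera adjusted p = 2.6e-08, and adjusted p = 0.5 with an estimated correlation). *Hmgcr*, the gene of the rate-limiting enzyme, rose 1.92-fold (adjusted p = 1.3e-06) and *Mvd* rose 2.3-fold (adjusted p = 2.7e-05). Of 16 steroidogenesis genes, 6 rose, *Hsd11b2* and *Star* fell and 8 did not pass (camera adjusted p = 0.29). *Hsd17b2* rose 11.4-fold (adjusted p = 0.00068) and *Hsd17b1* rose 5.41-fold (adjusted p = 0.00012), whereas *Hsd11b2*, which inactivates glucocorticoids, fell 2.44-fold (adjusted p = 0.00029). Genes of ECM glycoproteins went both ways, 11 of 36 up and 13 down (camera adjusted p = 0.64). *Ltbp2*, which encodes a protein that binds microfibrils, rose 11.3-fold (adjusted p = 1.7e-09), the proteoglycan gene *Bgn* rose 2.94-fold (adjusted p = 3.9e-07) and *Thbs2*, a thrombospondin gene, fell 2.26-fold (adjusted p = 2.9e-07). Of 32 collagen genes 7 rose and 7 fell (camera adjusted p = 0.91). Scaled by library size only, 2571 genes were higher and 4342 lower on GD 6.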

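Several prolactin family genes, which lie together on chromosome 13 of GRCm38, appeared in control mice between GD 4 and GD 6. *Prl8a2*, a marker of decidual cells, had no count on GD 4 and was 47.1 ± 16.9 CPM on GD 6 (SD, n = 4), at least 2960-fold higher (adjusted p = 0.0027). *Prl3c1* also started from no count and reached 18.4 ± 10.1 CPM, at least 1160-fold higher (adjusted p = 0.00039). *Prl6a1* rose 167-fold to 11.1 ± 9.05 CPM (adjusted p = 6.7e-05), *Prl8a9* rose at least 109-fold (adjusted p = 0.005), *Prl3d1* at least 71.2-fold (adjusted p = 0.032), *Prl3d2* at least 38.7-fold (adjusted p = 0.038) and *Prl7b1* at least 23-fold (adjusted p = 0.034). *Prl3d3* was 0.188 ± 0.131 CPM and *Prl5a1* 0.079 ± 0.126 CPM on GD 6, both with no count on GD 4, and they did not pass (adjusted p of 0.052 and 0.094). Of 20 family members measured, 8 rose and 12 did not pass (9 rose adjusted over the list alone, camera adjusted p = 0.0045, and adjusted p = 0.6 with an estimated correlation). *Prl3d1*, *Prl3d2* and *Prl7b1* did not pass when any one of the control GD 4 libraries was left out, with adjusted p from 0.056 to 0.068. Among enzymes, *Ass1* rose 17.5-fold to 122 ± 28 CPM (adjusted p = 3.7e-10), *Sulf1*, which edits heparan sulfate, rose 2.21-fold (adjusted p = 3.1e-06) and the fatty acid desaturase gene *Fads3* rose 1.86-fold (adjusted p = 0.0054). *Ptgs2* rose 3.38-fold (adjusted p = 0.026), a call lost in the fit of these 8 libraries, with a block for replicate numbers and without 3 single libraries (control GD 4 replicate 2 and control GD 6 replicates 2 or 3), with adjusted p up to 0.066. Of secreted ligands, *Bmp2* rose from 12.6 ± 1.92 to 260 ± 36.9 CPM, 20.6-fold (adjusted p = 3.7e-10), and *Wnt4* rose 9.16-fold (adjusted p = 7.3e-08). *Dio3* rose 43.5-fold (adjusted p = 2.4e-12) and *Gja1*, the connexin 43 gene, rose 3.79-fold (adjusted p = 5.1e-09). Of 39 decidual cell genes 23 rose and 7 fell (24 and 7 adjusted over the list alone, camera adjusted p = 6.5e-05, and adjusted p = 0.5 with an estimated correlation).

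**Figure D4:**
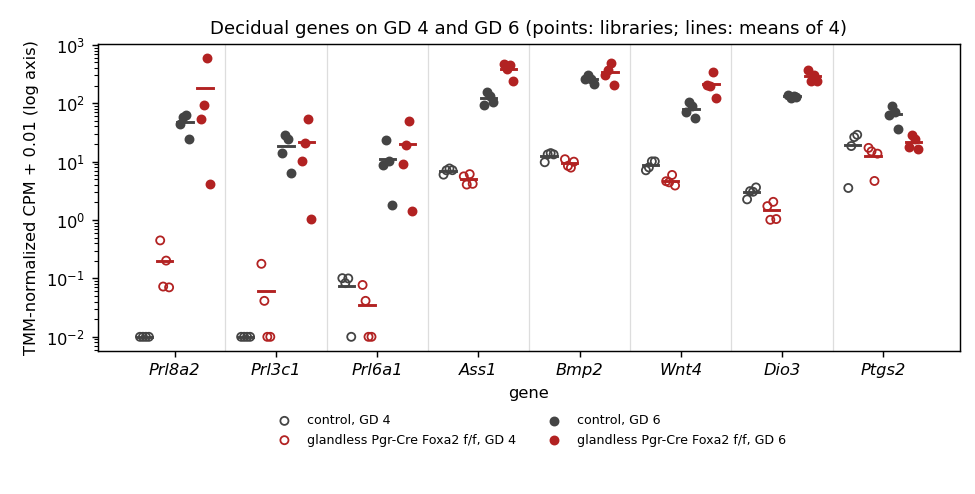
Levels of *Prl8a2*, *Prl3c1*, *Prl6a1*, *Ass1*, *Bmp2*, *Wnt4*, *Dio3* and *Ptgs2* in CPM on a log axis, with 0.01 added, in control and glandless mice on GD 4 (hollow points) and GD 6 (filled points), 4 libraries each. *Prl8a2* and *Prl3c1* have no count in control libraries on GD 4 and lie well above that level on GD 6.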

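Genes of the 2 gland proteases rose in control mice from GD 4 to GD 6. *Prss28* went from 4.62 ± 1.89 to 540 CPM (SD, n = 4), 116-fold higher (log2 fold change 6.86, standard error 1.1, adjusted p = 0.00019), and *Prss29* rose 65.1-fold (adjusted p = 0.00039), each in 3 of 4 GD 6 libraries above all GD 4 libraries. *Tdo2*, which encodes a tryptophan-degrading enzyme that decidual cells also express, went from 4.94 ± 4.18 to 516 ± 63.2 CPM, 105-fold higher (log2 fold change 6.71, adjusted p = 8.3e-07). *Hp* went from 2 to 6.9 ± 3.31 CPM, with all 4 GD 6 libraries above the GD 4 libraries, and did not pass (log2 fold change 1.78, standard error 0.69, adjusted p = 0.052). *Spink1* did not pass either (log2 fold change 1.29, standard error 0.74, adjusted p = 0.2), and passed without control GD 6 replicate 4 (adjusted p = 0.0013), whose *Prss28*, *Prss29* and *Spink1* levels are far below those of the other control sites.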

Further, several are expressed by uterine glands (*Hp*, *Prss28*, *Prss29*, *Spink1*, *Tdo2*). 

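Many tight junction and epithelial genes fell in control mice between GD 4 and GD 6. *Jam2*, which encodes a junctional adhesion molecule, fell from 305 ± 62.5 to 36.3 ± 5.5 CPM (SD, n = 4 each), 8.41-fold (log2 fold change -3.07, standard error 0.24, adjusted p = 4.3e-08). The tight junction genes *Marveld3* and *Tjp3* fell 3.66-fold (adjusted p = 3.7e-06) and 3.95-fold (adjusted p = 7.2e-08). Of 25 tight junction genes, 15 fell, *Pard3* and *Tjp1* rose and 8 did not pass (camera adjusted p = 0.00031, and adjusted p = 0.5 with an estimated correlation). General epithelium genes moved with them, 15 of 20 falling and 5 not passing (camera adjusted p = 7.5e-08, and adjusted p = 0.5 with an estimated correlation). *Grhl2*, an epithelial transcription factor gene, fell 5.2-fold (adjusted p = 1.2e-08) and the splicing regulator gene *Esrp1* fell 4.3-fold (adjusted p = 4.4e-08). Adherens junction and desmosome genes split evenly. *Cdh1*, *Dsc2*, *Dsg2*, *Dsp* and *Pkp3* fell, *Cdh3*, *Ctnna2*, *Ctnnb1*, *Nectin1* and *Nectin2* rose and 12 did not pass (camera adjusted p = 0.91).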

Functional analysis of the 3289 decreased genes that decreased in control mice found enrichment in pathways such as extracellular matrix and cell adhesion molecules (Supplementary Data 10). Several of the decreased genes are also expressed in the GE (*Cxcl15*, *Foxa2*, *Lif*, *Sult1d1*, *Ttr*) and LE (*Cldn1*, *Krt8*, *Ltf*, *Wnt7a*, *Wnt11*).

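Several gland transcripts fell in control mice from GD 4 to GD 6, and others rose. *Lif* fell from 32.2 to 2.1 ± 0.144 CPM (SD, n = 4), 15.4-fold (log2 fold change -3.94, standard error 0.45, adjusted p = 2.1e-06), and *Foxa2* fell 23.4-fold (adjusted p = 4.9e-07). *Cxcl15* fell by a ratio of 952 (95% interval 325 to 4620, adjusted p = 1.7e-07), *Ttr* fell 56.9-fold (adjusted p = 1.4e-07) and *Sult1d1*, a sulfotransferase gene, fell from 176 ± 26.5 to 53.5 ± 10.7 CPM, 3.28-fold (adjusted p = 5.4e-06). Of the 20 gland epithelium genes, 9 fell, *Calml3*, *Kcne2*, *Prss28*, *Prss29* and *Tdo2* rose and 6 did not pass (10 fell and 6 rose adjusted over the list alone, camera adjusted p = 0.062). Several genes of the LE fell too. *Krt8*, a keratin gene, fell from 173 ± 54 to 30.7 ± 5.47 CPM, 5.65-fold (adjusted p = 5.4e-07), the claudin gene *Cldn1* fell 5.05-fold (adjusted p = 1.7e-07) and *Wnt7a* fell 5.2-fold (adjusted p = 0.00057). *Ltf* was 3.3 ± 3.29 against 7.9 CPM and did not pass (log2 fold change -1.25, standard error 0.83, adjusted p = 0.27). *Wnt11* was 20.8 ± 7.7 against 41.1 ± 1.18 CPM with every GD 6 library below every GD 4 library, and did not pass (log2 fold change -0.98, standard error 0.39, adjusted p = 0.06), although it passed without control GD 6 replicate 4 and in the fit of these 8 libraries. Of 20 luminal epithelium genes, 11 fell and *Hmgn5*, *Il13ra2*, *Klf5* and *Prap1* rose (12 and 4 adjusted over the list alone, camera adjusted p = 0.0022, and adjusted p = 0.5 with an estimated correlation).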

In the uteri of LIF-replaced glandless *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ mice, 4503 genes increased and 4502 genes decreased between GDs 4 and 6. 

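Many decidual cell genes rose in glandless mice between GD 4 and GD 6, several of them by a larger fold than in control mice. *Ass1* rose from 4.97 ± 1.03 to 388 ± 105 CPM (SD, n = 4 each), 78.1-fold (adjusted p = 7.6e-13), and its change exceeded that of control mice by 2.16 on the log2 scale (standard error 0.28, adjusted p = 3.7e-05). *Wnt4* rose 46.1-fold (adjusted p = 9.7e-11), with a difference from control mice of 2.33 (standard error 0.36, adjusted p = 0.00022). *Bmp2* rose 36.8-fold (adjusted p = 1e-11), with a difference of 0.84 (adjusted p = 0.048). *Tdo2* rose 617-fold (adjusted p = 3.1e-08), with a difference of 2.56 (adjusted p = 0.04). *Prl8a2* rose 991-fold (adjusted p = 0.00085), with 4.16, 53.6, 93.2 and 587 CPM in the 4 GD 6 libraries, and *Prl3c1* rose 423-fold (adjusted p = 0.00034). Of 20 prolactin family genes 10 rose (camera adjusted p = 0.029, and adjusted p = 0.72 with an estimated correlation), and of 39 decidual cell genes 26 rose and 6 fell (camera adjusted p = 9.8e-06, and adjusted p = 0.46 with an estimated correlation). In the interaction, 15 decidual cell genes had a larger change in glandless mice and *Cd82*, *Htra3*, *Il11ra1* and *Rxfp1* a smaller one (20 and 5 adjusted over the list alone, camera adjusted p = 0.0014, and adjusted p = 0.57 with an estimated correlation). *Hand2* had the smallest p of these, with a difference of 1.83 (adjusted p = 4.4e-07). *Lrg1* and *Socs3*, targets of LIF signaling, fell in control mice and rose in glandless mice from a lower level on GD 4. The difference between the changes was 3.85 for *Lrg1* (adjusted p = 2.4e-06) and 2.64 for *Socs3* (adjusted p = 5.3e-07). Of 24 LIF and STAT3 response genes, 13 had a larger change and *Tnfaip3* a smaller one (15 and 2 adjusted over the list alone, camera adjusted p = 1.3e-07, and adjusted p = 0.26 with an estimated correlation). Among the largest changes in glandless mice, *Krtdap*, a gene of keratinocyte differentiation, rose by a ratio of 1330 (95% interval 369 to 11000, adjusted p = 4.8e-07), the citrate transporter family gene *Slc13a2* rose at least 216-fold (adjusted p = 5.2e-06) and the thioesterase gene *Olah* fell at least 433-fold (adjusted p = 3.7e-06). *Krt8* fell 6.97-fold (adjusted p = 3.9e-08) and *Cldn1* fell 5.07-fold (adjusted p = 3.2e-08). Of 20 general epithelium genes 15 fell (17 adjusted over the list alone, camera adjusted p = 1.5e-06, and adjusted p = 0.46 with an estimated correlation). In total 9868 genes differed in glandless mice (4935 higher and 4933 lower on GD 6), and the change differed between glandless and control mice for 3965 genes (2148 larger and 1817 smaller). Of the 3965, 3176 differed between the genotypes on GD 4 and 901 on GD 6. The *Bmp2* and *Tdo2* differences were lost in the fit of the 16 libraries and without most single libraries, with adjusted p up to 0.087 and 0.17.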

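Cell cycle genes rose in glandless mice too. *Rrm2* rose from 25.4 ± 1.17 to 600 ± 211 CPM (SD, n = 4 each), 23.6-fold (log2 fold change 4.56, standard error 0.32, adjusted p = 2.7e-09). *E2f8* rose 13.2-fold (adjusted p = 4.3e-09), *Ccne1* rose 4.7-fold (adjusted p = 1.3e-09) and the mitotic kinase gene *Plk1* rose 4.17-fold (adjusted p = 4.2e-08). All 32 S phase genes rose (32 adjusted over the list alone, camera adjusted p = 1.5e-12, and adjusted p = 0.55 with an estimated correlation), as did all 30 mitotic genes (30 adjusted over the list alone, camera adjusted p = 6.4e-17, and adjusted p = 0.46 with an estimated correlation). The change was larger than in control mice for 15 of the S phase genes (20 adjusted over the list alone, camera adjusted p = 3.1e-06, and adjusted p = 0.73 with an estimated correlation) and smaller for 2 of the mitotic genes (camera adjusted p = 0.03, and adjusted p = 0.92 with an estimated correlation). Of 40 ribosome biogenesis genes 38 rose, *Nop10* and *Utp14a* not passing (camera adjusted p = 1.1e-13, and adjusted p = 0.46 with an estimated correlation), and 31 of the 40 had a larger change than in control mice (36 adjusted over the list alone, camera adjusted p = 1.5e-16, and adjusted p = 0.42 with an estimated correlation). *Nop2* rose 1.99-fold (adjusted p = 6.5e-09). Of 24 cholesterol synthesis genes 20 rose and *Pmvk* fell (camera adjusted p = 2.2e-05, and adjusted p = 0.67 with an estimated correlation), with *Hsd17b7* 4.55-fold higher (adjusted p = 2e-08) and *Hmgcr* 2.14-fold higher (adjusted p = 6.2e-08). Of 16 steroidogenesis genes 10 rose and *Hsd11b2* and *Star* fell (camera adjusted p = 0.054).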

Functional analysis of those genes identified many of the same biological processes and pathways as in control uteri such as cell cycle (Supplementary Data 11 and 12). A subset of 112 genes were found to decrease in control mice but increase in glandless LIF-replaced *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ mice between GDs 4 and 6 (Supplementary Figure 4 and Supplementary Data 13). 

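Of the 112 genes of Supplementary Data 13, 68 fell in control mice and 101 rose in glandless mice from GD 4 to GD 6, and 62 did both. The change differed between the genotypes for 110 of the 112 (112 adjusted over the list alone), all with the larger change in glandless mice, and the median difference was 1.35 on the log2 scale (camera adjusted p = 9.7e-51, and adjusted p = 4.8e-05 with an estimated correlation). The study chose these genes on the same libraries, so the counts are not independent evidence of their direction. On GD 4, 103 of the 112 were already lower in glandless than in control uteri and 47 were lower in gland-containing uteri. On GD 6, 28 were higher in glandless than in control sites. *Socs3*, an inhibitor of cytokine signaling and a member of the 112, was 46.9 ± 9.14 CPM on GD 4 and 17.9 ± 5.02 on GD 6 in control mice, and 17.1 ± 2.13 and 40.7 ± 5.33 CPM in glandless mice (SD, n = 4 each). *Fbn1*, another member, fell from 719 ± 51.1 to 449 ± 24.8 CPM in control mice and rose from 181 ± 12.1 to 508 ± 68 CPM in glandless mice, a difference of 2.17 on the log2 scale (standard error 0.2, adjusted p = 7.5e-07). By these tests 152 genes fell in control mice and rose in glandless mice, and the change differed between the genotypes for all 152. That is nearly fixed by the selection, since opposite called changes leave little room for equal ones. Independent lists of genes that fell in control mice and rose in glandless mice would share 869.2 genes. Of the 152, 136 were lower in glandless than in control uteri on GD 4 and 67 were higher on GD 6. The opposite pattern, a rise in control mice and a fall in glandless mice, held for 101 genes. A further 4825 genes changed the same way in both (2451 higher and 2374 lower on GD 6). From its data as a whole the paper proposes that uterine glands secrete molecules that modulate on-time implantation and affect decidualization.

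**Figure D5:**
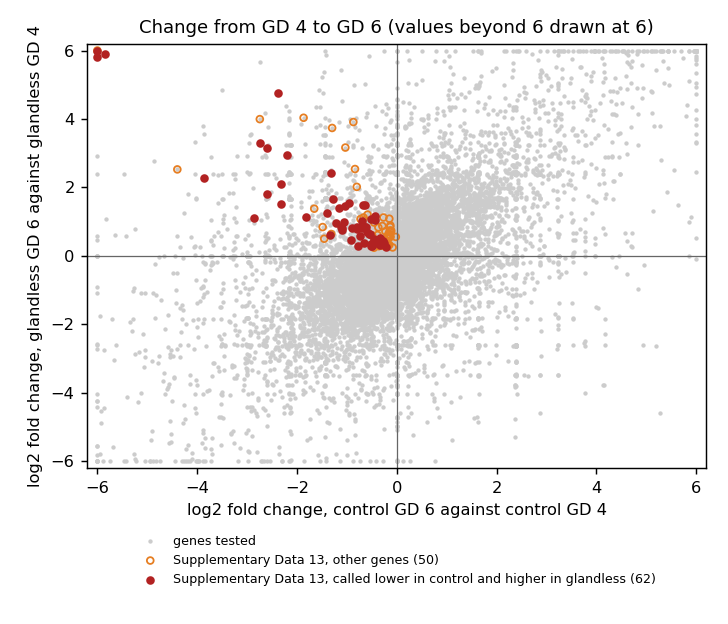
Log2 fold change from GD 4 to GD 6 in control mice and in glandless mice for the genes tested (grey). Filled points are the 62 genes of the paper's 112 that fell in control mice and rose in glandless mice, and hollow points are the other 50 of the 112.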

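Many ECM remodeling genes had a larger change in glandless than in control mice between GD 4 and GD 6. Many genes of this list were already lower in glandless uteri on GD 4, so a larger change does not by itself show a higher level on GD 6. Of all 3965 genes whose change differed, 3176 differed between the genotypes on GD 4 and 901 on GD 6. *Loxl1*, which encodes an enzyme that crosslinks elastin, had a change larger by 2.55 on the log2 scale (standard error 0.25, adjusted p = 2e-06), the aggrecan-cleaving protease gene *Adamts4* by 1.97 (standard error 0.18, adjusted p = 5.3e-07) and the protease inhibitor gene *Timp1* by 1.78 (standard error 0.19, adjusted p = 4.3e-06). Of 38 ECM remodeling genes, 19 had a larger change, *Loxl3* and *Mmp15* a smaller one and 17 did not pass (21 and 3 adjusted over the list alone, camera adjusted p = 1.1e-05, and adjusted p = 0.09 with an estimated correlation). Among 36 ECM glycoprotein genes, 13 had a larger change and *Ltbp2* and *Vtn* a smaller one (14 and 3 adjusted over the list alone, camera adjusted p = 0.0011, and adjusted p = 0.51 with an estimated correlation). *Emilin2*, an elastic fiber glycoprotein gene, differed by 2.11 (standard error 0.16, adjusted p = 1.2e-07), *Fbln2*, a fibulin gene, by 1.6 (adjusted p = 4.8e-05), and *Ltbp2* went the other way by -2.24 (adjusted p = 3.9e-05). Collagen genes split, with *Col12a1*, *Col1a1*, *Col23a1*, *Col4a1* and *Col4a2* larger, 6 smaller and 21 not passing (camera adjusted p = 0.78), as did basement membrane genes, with 7 larger and 7 smaller (camera adjusted p = 0.61). Within glandless mice, 20 of 38 ECM remodeling genes rose and 8 fell (camera adjusted p = 0.0073, and adjusted p = 0.46 with an estimated correlation). The protease gene *Adamts9* rose 8.4-fold (adjusted p = 2.4e-13) and *Lox*, a collagen crosslinking enzyme gene, rose 7.4-fold (adjusted p = 5.5e-09).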

Functional analysis revealed that those 112 genes are enriched for ECM components (Supplementary Data 14). These transcriptome data provide an important resource for studies of implantation and pregnancy establishment. Collectively, results support the hypothesis that uterine glands secrete molecules that modulate on-time embryo implantation and impact stromal cell decidualization.

## Discussion

Blastocysts enter the uterus early on GD 4, and the attachment reaction is initiated within implantation crypts surrounded by glands in the antimesometrial region of the uterus around midnight on GD 4^1,3,4,19,23^. Implantation can occur in mice that exhibit aberrant crypt formation, but this results in increased embryo resorption and pregnancy loss^1,19,20^. The present studies did not find any evidence of altered crypt formation or embryo positioning in gland-containing or glandless FOXA2-deficient mice with or without LIF replacement. Thus, uterine glands and, specifically, LIF is not involved in implantation crypt formation or blastocyst positioning within the uterus.

Failure of embryo attachment in glandless *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ and gland-containing *Ltf*^*iCre/+*^ *Foxa2*^*f/f*^ supports the idea that embryo−uterine interactions are perturbed in the absence of LIF. *Hbegf*, one of the first established molecular mediators of blastocyst-uterine interactions^25^, was not upregulated in the LE of the implantation crypt in FOXA2-deficient mice. However, LIF repletion was sufficient to induce expression of *Hbegf* and activated STAT3 in the LE of the implantation crypt, marking the onset of blastocyst attachment to the LE and communication with the uterus. *Lif receptor* (*Lifr*) null embryos implant and establish pregnancy that continues to term^38^, but mice with a conditional specific deletion of uterine either *Lifr* or *Stat3* in the epithelia are infertile due to defects in embryo attachment^28,39^. Collective available evidence supports the idea that uterine glands secrete LIF that acts on the LE to induce HBEGF in response to the embryo and enable firm attachment and adhesion of the activated blastocyst trophectoderm to the uterine LE for implantation in mice. The present studies support the idea that uterine glands do not directly influence blastocyst activation for attachment to the receptive LE for nidation in mice, as auto induction of HBEGF requires implantation competent blastocysts^40^. In humans, there is limited information of LIF in the endometrium, but it is expressed in the glands of secretory phase endometrium^41^ and implicated in embryo implantation based on in vitro studies^42^. Further, less LIF is present in uterine luminal fluid from infertile as compared to normal fertile women^43^.

Following initiation of the attachment reaction, embryo implantation proceeds on the morning of GD 5 as stromal cells adjacent to the LE of the implantation crypt undergo proliferation and differentiation into epithelioid like decidual cells^44^. Decidualization is a critical pregnancy event that regulates placental development and supports embryonic growth^5^. PTGS2 is a marker of stromal cell decidualization and important for formation of the Pdz^24,45^. Of note, the present study found that PTGS2 was upregulated in the LE adjacent to the unattached embryo on GD 5 in FOXA2-deficient mice that lack LIF, yet HBEGF was not upregulated in the LE unless LIF was repleted on GD 4. Prostaglandins are important for implantation, and *Ptgs2* is expressed in both the LE and stroma surrounding the implanting blastocyst in mice^24^. In mouse mutants with reduced fertility, *Lif* null and *Msx1/Msx2* double conditional knockouts, PTGS2 expression is also observed only in the LE, suggesting that proper communication between the LE and stroma is essential for embryo nidation and pregnancy establishment^19,46^. Thus, the peri-attachment blastocysts must produce a paracrine-acting factor(s) that stimulates PTGS2 expression before actively removing the LE by entosis.

In the present study, LIF repletion corrected the defect in PTGS2 expression in the Sdz of uteri in both glandless and gland-containing FOXA2-deficient mice. Subsequently, pregnancy loss was observed only in LIF-replaced glandless mice, suggesting functional coordination between the blastocyst, epithelium and stroma requires LIF and other undetermined secretions of the glands. Of note, the implantation crypts were mostly ovoid in shape on the morning of GD 5 in LIF-replaced glandless mice as compared to spear shaped in control and LIF-replaced gland-containing mice. The ovoid implantation crypt shape is predictive of pregnancy loss^4^ and is an indicator of defective on-time implantation with subsequent pregnancy failure in the LIF-replaced glandless FOXA2-deficient mice.

The LE cells in direct contact with the blastocyst are actively removed beginning on GD 5 between 1800 and 2000 hours by the trophoblast cells using a nonapoptotic cell-in-cell invasion process termed entosis^7^. Removal of the LE adjacent to the blastocyst allows for trophectoderm cells to make direct physical contact with the decidualizing stroma during nidation. Here, the LE remained intact on GD 5 at 2000 hours in LIF-replaced glandless *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ but not in control or LIF-replaced gland-containing *Ltf*^*iCre/+*^*Foxa2*^*f/f*^ mice. This result strongly supports the posit that uterine glands secrete factors other than LIF that accelerate entosis for on-time implantation. Alternatively, the remaining intact LE in on GD 5 in LIF-replaced glandless mice could by a byproduct of the implantation defect rather than the causation.

Our transcriptomics analysis here is a first step in identifying the unknown gland-derived factor(s) influencing other uterine cell types and perhaps the embryo during pregnancy establishment. Analysis of ligands enriched in the GE of control mice, and exclusively decreased in the uteri of *Pgr*^*Cre/+*^*Foxa2*^*f/f*^, identified fibronectin (*Fn1)*, whose cognate receptor is also downregulated in the uterus of glandless mice. Fibronectin is implicated in fertility as it is a ligand for integrin αvβ3 that is proposed to mediate embryo attachment in mice and other mammals (human, rabbit, and domestic animals)^47,48^. Additionally, integrin α5β1-fibronectin engagement induces calmodulin-mediated calcium transients in the blastocyst and fibronectin induces trafficking of αIIbβ3, which is likely involved in trophoblast invasion^49,50^. Fertility has not been assessed in *Fn1* mutant mice as null mutants are embryonic lethal^51^. Conditional knockout of Fn1 and other identified FOXA2-independent factors in the uterine glands would begin to define molecular crosstalk between uterine glands, stroma, and blastocysts that occur during uterine receptivity and embryo implantation and important for pregnancy establishment.

On GD 6, implantation sites appeared normal in LIF-replaced glandless mice (*Pgr*^*Cre/+*^ *Foxa2*^*f/f*^) based on morphology (decidual swellings), histology, cell proliferation (Ki67) and molecular markers (PTGS2). However by GD 7, defects in embryo development and decidual regression were clearly evident in LIF-replaced glandless mice with full embryo loss and resorption by GD 10^16^. In contrast, pregnancies are maintained to term in gland-containing *Ltf*^*iCre/+*^*Foxa2*^*f/f*^ mice receiving LIF repletion on GD 4^16^. Transcriptome analysis of GD 6 implantation sites revealed numerous genes and pathways altered in the uterus of control as compared to LIF-replaced glandless mice. Many of those genes have known or purported biological roles in uterine stromal cell decidualization. For instance, *Bmp7*, *Cdh1*, *Cebpb*, *Ptgs2*, *Ptx3*, and *Wnt4* conditional knockout mouse models display decidualization defects in their uterus similar to findings in LIF-replaced glandless mice^10,16,31–37,52^. The majority of those known decidualization-related genes are increased in implantation sites of glandless uteri (*Bmp7*, *Cdh1*, *Cebpb*, *Ptx3*, *Wnt4*), which is indicative of premature stromal cell differentiation into decidual cells. Decreased expression of *Bmp7* occurs as decidualization and placentation progresses in both mice and humans^31,53^. The increased expression of genes crucial to decidualization on GD 6 and persistence of stromal proliferation on GD 7 suggests perturbed decidual progression and premature decidual senescence in mice lacking uterine glands. It is tempting to speculate that uterine glands produce paracrine-acting factors that govern stromal cell decidualization by modulating proliferation, differentiation and(or) polyploidization^6^. The concept of gland-derived factors influencing decidualization at the implantation site in mice and humans is novel and underexplored, but supported by evidence that LIF enhances in vitro endometrial stromal cell decidualization in both mice and humans^54^.

Our transcriptomics analyses of the uterus continually identified alterations in pathways related to ECM remodeling, an essential occurrence during decidualization^55^, suggesting that gland-derived factors impact structural remodeling of the implantation site in response to pregnancy. In both mice and humans, uterine glands are present throughout pregnancy in the endometrium surrounding the implantation sites and within the developing decidua^4,8,56^, but little is known about what they express and secrete in either species. Our present and previous findings demonstrate that LIF replacement alone is sufficient for pregnancy establishment and maintenance in gland-containing FOXA2-deficient mice^16^. Future studies should focus on discovering and understanding the function of factors produced by uterine glands during embryo nidation and decidualization in mice and humans^4^. The studies here posit that those factors are critical for on-time implantation and decidualization, which are primary determinants of pregnancy establishment and success^3,55,57,58^.

For many decades, secretions of glands have been hypothesized to play an essential role in sustaining the conceptus before implantation in several species^59^, but their role in post-implantation growth and development of the embryo and placenta was largely ignored^4,8,60^. Mounting evidence from studies in mice and humans over the past decade supports the idea that uterine glands and their secretions have fundamental biological roles in uterine receptivity, blastocyst implantation, and post-implantation fetal and placental development^9,60,61^. Often unrecognized, the implantation site is replete with functional glands during the first trimester of human pregnancy^56^, and those glands have the potential to interact with multiple cell types, including the decidua, vasculature, immune cells, and trophoblast^62^. Given that uterine gland dysfunction may cause pregnancy loss and complications such as miscarriage, preeclampsia, and fetal growth retardation^8,63^, increased knowledge of uterine glands may provide diagnostic and prognostic markers of endometrial function and pregnancy complications useful in natural and assisted reproduction^9^.

## Methods

### Animals

All animal procedures were approved by the Institutional Animal Care and Use Committee of the University of Missouri and were conducted according to NIH Guide for the Care and Use of Laboratory Animals. Floxed *Foxa2* (*Foxa2*^*f/f*^) mice^64^ were crossed with *Pgr*^*Cre*^^65^ or *Ltf*^*iCre*^^66^ mice to generate conditional knockout animals. *Foxa2*^*f/f*^ mice (*Foxa2*^*tm1Khk*^) were obtained from The Jackson Laboratory (stock no. 022620). *Ltf*^*iCre*^ mice (*Ltf*^*tm1(icre)Tdku*^) were obtained from the Jackson Laboratory (stock no. 026030). *Pgr*^*Cre*^ mice (*Pgr*^*tm2(cre)Lyd*^) were generously provided by John Lydon (Baylor College of Medicine, Houston, Texas). Gestational time points were obtained by the mating of randomly selected 8- to 10-week-old females of *Foxa2*^*f/f*^ control or *Foxa2* conditional knockout females with CD-1 male mice with the day of vaginal plug observation considered GD 1. For rescue of implantation, FOXA2-deficient mice received i.p. injections of recombinant mouse LIF (10 μg in saline; catalog #554008, BioLegend) and control mice received saline on GD 4 at 1000 and 1800 hours. Control and LIF-replaced mice were then housed separately until implantation analysis. Implantation sites on the morning of GD 5 were visualized by intravenous injection of 1% Evans blue dye (Sigma-Aldrich) before necropsy. At necropsy, uteri were excised, trimmed of fat, washed with PBS, and then frozen in liquid nitrogen or fixed with 4% paraformaldehyde. To confirm pregnancy in plug-positive females with no visual implantation sites, one uterine horn was flushed for the presence of blastocysts. Based on the consistency of results and our previous publications, each experiment was repeated five times.

### Histology and immunolocalization

At least three implantation sites were examined per mouse (*n* = 3). As previously described^16^, fixed uteri were sectioned (5 µm), mounted on slides, deparaffinized in xylene, and rehydrated in a graded alcohol series. Antigen retrieval was performed by incubating sections in boiling 10 mM citrate buffer (pH 6.0) for 10 min. Sections were then blocked with 5% (vol/vol) normal goat serum (Catalog # 50062Z, Thermo Fisher Scientific) in PBS (pH 7.2) at room temperature for 1 h and then incubated with primary antibodies (see Supplementary Table 2) overnight at 4 °C in 1% BSA in PBS. Sections were washed in PBST (PBS with 0.05% Tween 20) and incubated with 5 µg/ml biotinylated secondary antibody raised in goat (Catalog # PK-6101, Vector Laboratories) for 1 h at 37 °C in PBS. Immunoreactive PTGS2 (1:250, 160106, Cayman Chemicals) was visualized using a Vectastain ABC kit (Catalog # PK-6101, Vector Laboratories) and diaminobenzidine tetrahydrochloride as the chromagen. Sections were lightly counterstained with hematoxylin before affixing coverslips with Permount. Immunofluorescence for CDH1 (1:400, ECCD-2, Thermo Fisher Scientific), CK8 (1:50, University of Iowa Developmental Studies Hybridoma Bank), CLDN1 (1:600, MH25, Thermo Fisher Scientific), FOXA2 (1:1000, ab108422, Abcam), Ki67 (1:1000, ab15589, Abcam), p-Tyr705 STAT3 (1:300, BS4181, Bioworld Technology), PTGS2 (1:250, 160106, Cayman Chemicals) was performed using Alexa 488 or Alexa 555-conjugated secondary antibodies (1:400 dilution; Catalog #A-11034 or A-31572, Thermo Fisher Scientific) incubated for 90 min at room temperature. Sections were counterstained with Hoechst 33342 (2 μg/ml; Catalog # H3570, Life Technologies). Brightfield and fluorescent images were collected with a Leica DM5500 B upright microscope and Leica DFC450 C camera using Leica Application Suite X (LAS X).

### Detection of DNA damage by TUNEL assay

Apoptotic cells were detected in sections of mouse uteri using the DeadEnd Fluorometric TUNEL kit (Catalog # G3250, Promega).

### In situ localization of *Hbegf* mRNA

RNAscope in situ hybridization (Advanced Cell Diagnostics) was performed according to the manufacturer’s instructions using paraformaldehyde-fixed tissues and a mouse *Hbegf* probe (Catalog # 437601). Following hybridization, slides were washed and probe binding visualized using the HD 2.5 Red Detection Kit (Catalog # 322350, Advanced Cell Diagnostics). Sections were briefly counterstained with hematoxylin before dehydrating and affixing coverslips with Permount.

### RNA extraction and transcriptome analysis

Total RNA was isolated from frozen uteri using a standard TRIzol-based protocol (Catalog 15596026, Thermo Fisher). To eliminate genomic DNA contamination, extracted RNA was treated with DNase I and purified using an RNeasy MinElute Cleanup Kit (Qiagen). Quality and concentration of RNA were determined using a Fragment Analyzer (Advanced Analytical Technologies). Libraries were prepared by the University of Missouri DNA Core Facility using an Illumina TruSeq mRNA kit (Illumina Inc.) and sequenced (2 × 75 base pair paired end) using an Illumina NextSeq 500. Adapters were trimmed from reads using cutadapt (version 1.11) and quality trimmed to a sliding window quality score of 30 and minimum length of 20 bp with fqtrim software. Reads were mapped to the *Mus musculus* genome assembly (GRCm38.p5) using HISAT2 (version 2.0.3)^67^. Reads overlapping Ensembl annotations were quantified with featureCounts (version 1.5.0)^68^. Genes with evidence of expression (counts per million; CPM rowSum > 0) were used for model-based differential expression (DE) analysis using the edgeR-robust method^69^. Differentially expressed gene list (FDR < 0.05) enrichment analysis was conducted using ToppFun (https://toppgene.cchmc.org/) with default settings^70^. The Bonferroni procedure was used to control FDR for GO term and pathway enrichment analyses. Raw FASTQ files were deposited in the NCBI Gene Expression Omnibus (GSE113065).

### Ligand-receptor analysis

Differentially expressed genes unique to the uteri of *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ and enriched in the GE^21^ identify ligands and receptors from the curated ligand−receptor information within the FANTOM5 database^22^.

### Data availability

The data that support the findings of this study are available from the article and Supplementary Information files, or from the corresponding author upon request. Raw FASQ data files are publically available in the NCBI Gene Expression Omnibus (GSE113065).

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Supplementary Data 13

Supplementary Data 14

## References

[1] Cha J (2014). Appropriate crypt formation in the uterus for embryo homing and implantation requires Wnt5a-ROR signaling. Cell Rep..

[2] Zhang S (2013). Physiological and molecular determinants of embryo implantation. Mol. Asp. Med..

[3] Cha J, Sun X, Dey SK (2012). Mechanisms of implantation: strategies for successful pregnancy. Nat. Med..

[4] Yuan J (2018). Tridimensional visualization reveals direct communication between the embryo and glands critical for implantation. Nat. Commun..

[5] Wang H, Dey SK (2006). Roadmap to embryo implantation: clues from mouse models. Nat. Rev. Genet..

[6] Das SK (2009). Cell cycle regulatory control for uterine stromal cell decidualization in implantation. Reproduction.

[7] Li Y, Sun X, Dey SK (2015). Entosis allows timely elimination of the luminal epithelial barrier for embryo implantation. Cell Rep..

[8] Burton GJ, Jauniaux E, Charnock-Jones DS (2007). Human early placental development: potential roles of the endometrial glands. Placenta.

[9] Spencer TE (2014). Biological roles of uterine glands in pregnancy. Semin. Reprod. Med..

[10] Jeong JW (2010). Foxa2 is essential for mouse endometrial gland development and fertility. Biol. Reprod..

[11] Kelleher AM, Burns GW, Behura S, Wu G, Spencer TE (2016). Uterine glands impact uterine receptivity, luminal fluid homeostasis and blastocyst implantation. Sci. Rep..

[12] Rosario GX, Stewart CL (2016). The multifaceted actions of leukaemia inhibitory factor in mediating uterine receptivity and embryo implantation. Am. J. Reprod. Immunol..

[13] Filant J, Spencer TE (2013). Endometrial glands are essential for blastocyst implantation and decidualization in the mouse uterus. Biol. Reprod..

[14] Kaestner KH (2010). The FoxA factors in organogenesis and differentiation. Curr. Opin. Genet. Dev..

[15] Friedman JR, Kaestner KH (2006). The Foxa family of transcription factors in development and metabolism. Cell. Mol. Life Sci..

[16] Kelleher AM (2017). Forkhead box a2 (FOXA2) is essential for uterine function and fertility. Proc. Natl Acad. Sci. USA.

[17] Villacorte M (2013). beta-Catenin signaling regulates Foxa2 expression during endometrial hyperplasia formation. Oncogene.

[18] Cha J, Dey SK (2017). Hunting for Fox(A2): dual roles in female fertility. Proc. Natl Acad. Sci. USA.

[19] Daikoku T (2011). Conditional deletion of Msx homeobox genes in the uterus inhibits blastocyst implantation by altering uterine receptivity. Dev. Cell.

[20] Yuan J (2016). Planar cell polarity signaling in the uterus directs appropriate positioning of the crypt for embryo implantation. Proc. Natl Acad. Sci. USA.

[21] Filant J, Lydon JP, Spencer TE (2014). Integrated chromatin immunoprecipitation sequencing and microarray analysis identifies FOXA2 target genes in the glands of the mouse uterus. FASEB J..

[22] Ramilowski JA (2015). A draft network of ligand-receptor-mediated multicellular signalling in human. Nat. Commun..

[23] Das SK, Tsukamura H, Paria BC, Andrews GK, Dey SK (1994). Differential expression of epidermal growth factor receptor (EGF-R) gene and regulation of EGF-R bioactivity by progesterone and estrogen in the adult mouse uterus. Endocrinology.

[24] Lim H (1997). Multiple female reproductive failures in cyclooxygenase 2-deficient mice. Cell.

[25] Das SK (1994). Heparin-binding EGF-like growth factor gene is induced in the mouse uterus temporally by the blastocyst solely at the site of its apposition: a possible ligand for interaction with blastocyst EGF-receptor in implantation. Development.

[26] Lim HJ, Dey SK (2009). HB-EGF: a unique mediator of embryo-uterine interactions during implantation. Exp. Cell Res..

[27] Cheng JG, Chen JR, Hernandez L, Alvord WG, Stewart CL (2001). Dual control of LIF expression and LIF receptor function regulate Stat3 activation at the onset of uterine receptivity and embryo implantation. Proc. Natl Acad. Sci. USA.

[28] Pawar S (2013). STAT3 regulates uterine epithelial remodeling and epithelial-stromal crosstalk during implantation. Mol. Endocrinol..

[29] Murphy CR (2004). Uterine receptivity and the plasma membrane transformation. Cell Res..

[30] Paria BC, Zhao X, Das SK, Dey SK, Yoshinaga K (1999). Zonula occludens-1 and E-cadherin are coordinately expressed in the mouse uterus with the initiation of implantation and decidualization. Dev. Biol..

[31] Monsivais D (2017). BMP7 induces uterine receptivity and blastocyst attachment. Endocrinology.

[32] Reardon SN (2012). CDH1 is essential for endometrial differentiation, gland development, and adult function in the mouse uterus. Biol. Reprod..

[33] Mantena SR (2006). C/EBPbeta is a critical mediator of steroid hormone-regulated cell proliferation and differentiation in the uterine epithelium and stroma. Proc. Natl Acad. Sci. USA.

[34] Matsumoto H (2002). Cyclooxygenase-2 differentially directs uterine angiogenesis during implantation in mice. J. Biol. Chem..

[35] Scherle PA, Ma W, Lim H, Dey SK, Trzaskos JM (2000). Regulation of cyclooxygenase-2 induction in the mouse uterus during decidualization. An event of early pregnancy. J. Biol. Chem..

[36] Tranguch S, Chakrabarty A, Guo Y, Wang H, Dey SK (2007). Maternal pentraxin 3 deficiency compromises implantation in mice. Biol. Reprod..

[37] Franco HL (2011). WNT4 is a key regulator of normal postnatal uterine development and progesterone signaling during embryo implantation and decidualization in the mouse. FASEB J..

[38] Ware CB (1995). Targeted disruption of the low-affinity leukemia inhibitory factor receptor gene causes placental, skeletal, neural and metabolic defects and results in perinatal death. Development.

[39] Cheng J, Rosario G, Cohen TV, Hu J, Stewart CL (2017). Tissue-specific ablation of the LIF receptor in the murine uterine epithelium results in implantation failure. Endocrinology.

[40] Paria BC (2001). Cellular and molecular responses of the uterus to embryo implantation can be elicited by locally applied growth factors. Proc. Natl Acad. Sci. USA.

[41] Cullinan EB (1996). Leukemia inhibitory factor (LIF) and LIF receptor expression in human endometrium suggests a potential autocrine/paracrine function in regulating embryo implantation. Proc. Natl Acad. Sci. USA.

[42] Dimitriadis E, Nie G, Hannan NJ, Paiva P, Salamonsen LA (2010). Local regulation of implantation at the human fetal-maternal interface. Int. J. Dev. Biol..

[43] Tawfeek MA, Eid MA, Hasan AM, Mostafa M, El-Serogy HA (2012). Assessment of leukemia inhibitory factor and glycoprotein 130 expression in endometrium and uterine flushing: a possible diagnostic tool for impaired fertility. BMC Women’s Health.

[44] Ramathal CY, Bagchi IC, Taylor RN, Bagchi MK (2010). Endometrial decidualization: of mice and men. Semin. Reprod. Med..

[45] Chakraborty I, Das SK, Wang J, Dey SK (1996). Developmental expression of the cyclo-oxygenase-1 and cyclo-oxygenase-2 genes in the peri-implantation mouse uterus and their differential regulation by the blastocyst and ovarian steroids. J. Mol. Endocrinol..

[46] Song H, Lim H, Das SK, Paria BC, Dey SK (2000). Dysregulation of EGF family of growth factors and COX-2 in the uterus during the preattachment and attachment reactions of the blastocyst with the luminal epithelium correlates with implantation failure in LIF-deficient mice. Mol. Endocrinol..

[47] Burghardt RC (2002). Integrins and extracellular matrix proteins at the maternal-fetal interface in domestic animals. Cells Tissues Organs.

[48] Armant DR (2005). Blastocysts don’t go it alone. Extrinsic signals fine-tune the intrinsic developmental program of trophoblast cells. Dev. Biol..

[49] Wang J, Mayernik L, Armant DR (2002). Integrin signaling regulates blastocyst adhesion to fibronectin at implantation: intracellular calcium transients and vesicle trafficking in primary trophoblast cells. Dev. Biol..

[50] Rout UK, Wang J, Paria BC, Armant DR (2004). Alpha5beta1, alphaVbeta3 and the platelet-associated integrin alphaIIbbeta3 coordinately regulate adhesion and migration of differentiating mouse trophoblast cells. Dev. Biol..

[51] George EL, Georges-Labouesse EN, Patel-King RS, Rayburn H, Hynes RO (1993). Defects in mesoderm, neural tube and vascular development in mouse embryos lacking fibronectin. Development.

[52] Peng J (2015). Uterine activin-like kinase 4 regulates trophoblast development during mouse placentation. Mol. Endocrinol..

[53] Kodama A (2010). Progesterone decreases bone morphogenetic protein (BMP) 7 expression and BMP7 inhibits decidualization and proliferation in endometrial stromal cells. Hum. Reprod..

[54] Shuya LL (2011). Leukemia inhibitory factor enhances endometrial stromal cell decidualization in humans and mice. PLoS ONE.

[55] Gellersen B, Brosens JJ (2014). Cyclic decidualization of the human endometrium in reproductive health and failure. Endocr. Rev..

[56] Moser G, Weiss G, Gauster M, Sundl M, Huppertz B (2015). Evidence from the very beginning: endoglandular trophoblasts penetrate and replace uterine glands in situ and in vitro. Hum. Reprod..

[57] Evans J (2016). Fertile ground: human endometrial programming and lessons in health and disease. Nat. Rev. Endocrinol..

[58] Garrido-Gomez T (2017). Defective decidualization during and after severe preeclampsia reveals a possible maternal contribution to the etiology. Proc. Natl Acad. Sci. USA.

[59] Salamonsen LA (2013). Proteomics of the human endometrium and uterine fluid: a pathway to biomarker discovery. Fertil. Steril..

[60] Burton GJ, Scioscia M, Rademacher TW (2011). Endometrial secretions: creating a stimulatory microenvironment within the human early placenta and implications for the aetiopathogenesis of preeclampsia. J. Reprod. Immunol..

[61] Filant J, Spencer TE (2014). Uterine glands: biological roles in conceptus implantation, uterine receptivity and decidualization. Int. J. Dev. Biol..

[62] Hempstock J, Cindrova-Davies T, Jauniaux E, Burton G (2004). Endometrial glands as a source of nutrients, growth factors and cytokines during the first trimester of human pregnancy: a morphological and immunohistochemical study. Reprod. Biol. Endocrinol..

[63] Burton GJ, Jauniaux E, Charnock-Jones DS (2010). The influence of the intrauterine environment on human placental development. Int. J. Dev. Biol..

[64] Sund NJ (2000). Hepatocyte nuclear factor 3beta (Foxa2) is dispensable for maintaining the differentiated state of the adult hepatocyte. Mol. Cell. Biol..

[65] Soyal SM (2005). Cre-mediated recombination in cell lineages that express the progesterone receptor. Genesis.

[66] Daikoku T (2014). Lactoferrin-iCre: a new mouse line to study uterine epithelial gene function. Endocrinology.

[67] Kim D, Langmead B, Salzberg SL (2015). HISAT: a fast spliced aligner with low memory requirements. Nat. Methods.

[68] Liao Y, Smyth GK, Shi W (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[69] Zhou X, Lindsay H, Robinson MD (2014). Robustly detecting differential expression in RNA sequencing data using observation weights. Nucleic Acids Res..

[70] Chen J, Bardes EE, Aronow BJ, Jegga AG (2009). ToppGene Suite for gene list enrichment analysis and candidate gene prioritization. Nucleic Acids Res..

# Supplementary material for: Uterine glands coordinate on-time embryo implantation and impact endometrial decidualization for pregnancy success
**Source:** Nat Commun. 2018 Jun 22;9:2435. doi: 10.1038/s41467-018-04848-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: **Supplementary Data 1**

Description: Differentially Expressed Genes in GD 4 Uteri from Control and *Pgr<sup>Cre/+</sup>Foxa2<sup>ff</sup>* Mice

File Name: **Supplementary Data 2**

Description: Differentially Expressed Genes in GD 4 uteri from Control and *Ltf<sup>Cre/+</sup>Foxa2<sup>ff</sup>* Mice

File Name: **Supplementary Data 3**

Description: Gland-enriched Genes Uniquely Differentially Expressed in uteri of *Pgr<sup>Cre/+</sup>Foxa2<sup>ff</sup>* Mice on GD 4

File Name: **Supplementary Data 4**

Description: TOPPFUN Analysis of Gland-enriched Genes Uniquely Differentially Expressed in uteri of *Pgr<sup>Cre/+</sup>Foxa2<sup>ff</sup>* Mice on GD 4

File Name: **Supplementary Data 5**

Description: Differentially Expressed Genes in GD 6 Implantation Sites from Control and LIF-Replaced *Pgr<sup>Cre/+</sup>Foxa2<sup>ff</sup>* Mice

File Name: **Supplementary Data 6**

Description: TOPPFUN Analysis of Differentially Expressed Genes from Implantation Sites of LIF-replaced *Pgr<sup>Cre/+</sup>Foxa2<sup>ff</sup>* and Control Mice on GD 6

File Name: **Supplementary Data 7**

Description: Differentially Expressed Genes from GD 4 and GD 6 in Control Mice

File Name: **Supplementary Data 8**

Description: Differentially Expressed Genes from GD 4 and GD 6 in *Pgr<sup>Cre/+</sup>Foxa2<sup>ff</sup>* Mice

File Name: **Supplementary Data 9**

Description: TOPPFUN Analysis of Genes Increased in Uteri from GD 4 to GD 6 in Control Mice

File Name: **Supplementary Data 10**

Description: TOPPFUN Analysis of Genes Decreased in Uteri from GD 4 to GD 6 in Control Mice

File Name: **Supplementary Data 11**

Description: TOPPFUN Analysis of Genes Increased from GD 4 to GD 6 in *Pgr<sup>Cre/+</sup>Foxa2<sup>ff</sup>* Mice

File Name: **Supplementary Data 12**

Description: TOPPFUN Analysis of Genes Decreased from GD 4 to GD 6 in *Pgr<sup>Cre/+</sup>Foxa2<sup>ff</sup>* Mice

File Name: **Supplementary Data 13**

Description: Genes Increased in Uteri of LIF-replaced *Pgr<sup>Cre/+</sup>Foxa2<sup>ff</sup>* Mice, but Declined in the Uteri of Control Mice Between GD 4 and GD 6

File Name: **Supplementary Data 14**

Description: TOPPFUN Analysis of Genes Increased in Uteri of LIF-replaced *Pgr<sup>Cre/+</sup>Foxa2<sup>ff</sup>* Mice, but Declined in the Uteri of Control Mice Between GD 4 and GD 6

How the deposited data were processed for this re-analysis (not part of the article)

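Poly(A) RNA of 20 mouse samples was sequenced, 4 each of control, *Pgr* Cre/+*Foxa2* f/f and *Ltf* iCre/+*Foxa2* f/f uteri on GD 4 and of control and *Pgr* Cre/+*Foxa2* f/f implantation sites on GD 6. Per the paper's methods, the authors made TruSeq mRNA libraries, sequenced them as paired 75-base reads on a NextSeq 500, trimmed them with cutadapt (version 1.11) and fqtrim (quality 30, at least 20 bases), mapped them with HISAT2 (version 2.0.3) and counted reads per gene with featureCounts (version 1.5.0). The deposited table of the authors holds counts that are whole numbers without normalization. No read was mapped again.

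Counts were normalized with TMM and tested with edgeR (version 4.0.16) in R (version 4.3.3). Genes with at least 1 count in any library were kept, which left 19464 and dropped 396. One quasi-likelihood model with robust estimation held all 20 libraries in 5 groups, with 15 residual degrees of freedom. It gave 6 comparisons and the difference between the change from GD 4 to GD 6 in glandless and in control mice. p-values were adjusted by Benjamini-Hochberg within each comparison, at a threshold of 0.05, and the count with at least 2-fold was taken beside it. Camera from limma (version 3.58.1) tested 51 gene lists with a preset correlation of 0.01 and again with the estimated correlation, adjusted over the lists. Under the estimated correlation 1 list of those described kept its call, the 112 genes of the paper, which were chosen on these libraries for the pattern tested.

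The genes named were set by a rule before the data were examined: every gene the paper names for the comparison, the 8 largest changes each way among called genes with a group mean of at least 1 CPM and no overlap between groups, up to 4 members with the smallest p of each list described, and *Foxa2*, *Pgr* and *Ltf* as a check of labels. The paper's tables had been seen. The list of named genes was fixed at 303 gene and comparison pairs. Totals ran from 28773179 to 53236893 counts per library, so that levels near or below 0.1 CPM rest on few counts.

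The tests were tested on simulated data for all 20 libraries, drawn with one mean per gene, the dispersions and totals of the real libraries, 50 genes changed in the glandless GD 4 libraries at each of 4 folds, and the 30 genes of a planted list raised 1.5-fold there. The quasi-likelihood test recovered 44% of the genes changed 1.5-fold, 86% of those changed 2-fold, 96% at 4-fold and 98% at 8-fold, and 2 of its 181 calls were unchanged genes. On the same data edgeR-robust had 55 unchanged genes among 246 calls and DESeq2's Wald test 31 among 221. The planted list gave a camera p of 7.6e-46 and an unchanged one 0.53.

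Alternatives set before the data were examined were DESeq2 size factors, library size only, filterByExpr, DESeq2's Wald test (version 1.42.0), edgeR-robust as the authors used, a fit of only the libraries compared, a block for replicate numbers, an adjusted p under 0.01, a change of at least 2-fold and leaving out each library in turn. Added later were edgeR-robust on only the libraries compared and leaving out 3 libraries picked by eye from an early look at marker genes, without a rule. Group labels were also exchanged between libraries, over all 35 splits of 8 libraries, 70 assignments of the knockout libraries and 60 drawn exchanges within days. The supplementary tables of called genes that were in hand only in part were compared over the genes in hand, not as complete sets. The paper's GO, ligand and protein analyses were not repeated.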

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

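The chance split tests, the wrong-label and epithelium tests and the 3 tests of breadth were set before their results were seen, and the tests of gland tissue and of mitochondrial copies were chosen after the result was seen. A library is listed here when its gap to the nearest other library of its group exceeds 0.829 of the group's range, which chance gives in about 1 of 20 groups. Of 517 gene and group pairs examined, 45 (8.7%) had such a library.

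Among total counts, control GD 4 replicate 2 (53236893) and glandless GD 6 replicate 3 (33568213) lay far from their groups. In the genes below, the value in CPM is that of the library far from the other 3. For *Hsd3b6*, *Prl8a9*, *Krtdap*, *Ttr*, *Topaz1*, *Gsta2*, *Mogat1* and, on GD 6, *Abcb5*, the other libraries had no count. There a few counts alone set the library apart, and these pairs are among those counted above. Control GD 4 replicate 1 had *Abcb5* 1.84, *Bmp2* 9.76, *Ccnb1* 42.3, *Cenpa* 39.4, *Cyp4x1* 0.318 and *Vit* 96.8, replicate 2 had *Slc22a20* 0, and replicate 3 had *Baalc* 1.82, *Hsd3b6* 0.045 and *Vsnl1* 0.36. Glandless GD 4 replicate 1 had *Prl8a9* 0.0673, replicate 2 had *Cgn* 44.1 and *Lif* 6.89, replicate 3 had *Bgn* 270, *Ccdc129* 30.3 and *Ltf* 144, and replicate 4 had *Krtdap* 0.0603 and *Ttr* 0.0301. Gland-containing replicate 2 had *Bst1* 3.61.

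On GD 6, control replicate 1 had *Topaz1* 0.0251, replicate 2 had *Coch* 5.57, *Ctnnb1* 1140, *Krt8* 38.8 and *Socs3* 25.3, and replicate 3 had *Abcb5* 0.0273, *Adamts9* 377 and *Gsta2* 0.0545. Control replicate 4 had *Angpt1* 29.6, *Cenpf* 105, *Fbln2* 117, *Prss28* 3.54, *Prss29* 6.16, *Spink1* 2.3 and *Trim34b* 0.264. Glandless replicate 1 had *Slc13a2* 0.485 and replicate 3 had *Lrg1* 29.3 and *Mogat1* 0.0322. Glandless replicate 4 had *Ccne1* 28.6, *E2f8* 74.9, *Hmgcr* 62, *Pcsk9* 2.38, *Prss28* 1.81, *Prss29* 2.43, *Slc22a20* 1.11 and *Slc6a4* 1.93. The libraries with the most such genes were glandless GD 6 replicate 4 (8), control GD 6 replicate 4 (7) and control GD 4 replicate 1 (6).

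The change from GD 4 to GD 6 differed between glandless and control mice, by the test of the difference itself, for 3965 genes. The named ones on the log2 scale were *Ass1* 2.16, *Bmp2* 0.84, *Wnt4* 2.33, *Tdo2* 2.56, *Lif* 2.63, *Sult1d1* 1.29, *Ttr* 6.9, *Coch* 7.14, *Baalc* 5.74, *Slc22a20* 6.71, *Hand2* 1.83, *Gja1* 1.68, *Dio3* 2.2, *Socs3* 2.64, *Lrg1* 3.85, *Adamts4* 1.97, *Loxl1* 2.55, *Timp1* 1.78, *Adamts9* 1.22, *Emilin2* 2.11, *Fbn1* 2.17, *Fbln2* 1.6 and *Ifi202b* 16.35 toward the larger change in glandless mice. *Agr2* -6.45, *Vsnl1* -5.92, *Galnt13* -5.65 and *Ltbp2* -2.24 went the other way. The values of *Ttr*, *Slc22a20* and *Ifi202b* rest on groups with few or no counts and depend on the fit. *Ifi202b* was on in some libraries of a group and off in others. It was on in 2 of 4 control and 0 of 4 glandless libraries on GD 4. On GD 6 it was on in 0 of 4 control and 3 of 4 glandless libraries.

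Lists the paper does not discuss held genes that passed on GD 4. In glandless uteri 25 S phase, 15 cholesterol synthesis, 4 cytochrome P450 3A, 17 natural killer cell and 38 ribosome biogenesis genes fell (1 cholesterol and 1 cytochrome gene rose), and 11 general epithelium, 7 mitochondrially encoded and 33 ribosomal protein genes rose. In gland-containing uteri 30 mitotic, 30 S phase, 4 cytochrome P450 3A and 24 ribosome biogenesis genes fell.

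Chance is an unlikely source of the counts in the 6 comparisons, where 1 of 35 splits, the real one, reached its count. The smallest p that such a permutation test can give is 0.029, without adjustment over the 6. Fits of those 8 libraries gave 7777 for glandless against control on GD 4 (highest other split 0) and 2552 for gland-containing against control (3). They gave 4010 between the knockouts (0), 763 on GD 6 (0), 7470 for control over time (1) and 8549 for glandless over time (1). Where genotypes were exchanged within both days, few exchanges reached the real counts. These exchanges remove any genotype effect on either day, so they cannot decide whether the changes differ from each other. For the difference of changes 2 of 60 reached the real count (3705, highest other 3756), and for genes lower in control and higher in glandless mice 1 of 60 did (148, highest other 142). Chance cannot be excluded for the genes called against control in only 1 knockout and not called between the knockouts. There 14 of 70 assignments reached the glandless count (2398, highest other 3466) and 58 of 70 the gland-containing count (331).

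Control GD 6 replicate 4 was low in gland genes. A wrong label is excluded by its score of 0.09 on an axis of 1225 other genes, where control replicates 1 to 3 score -0.09 to 0.06 and glandless sites 0.91 to 1.13. A large loss of epithelium of every kind is excluded by a median log2 ratio of -0.11 (standard error 0.18) over 20 general epithelium genes. A small loss is not excluded, since 10 of the 20 genes were below all of replicates 1 to 3. Less gland tissue in the piece taken may contribute. Of 23 genes at least 8-fold lower in glandless sites, 78.3% were in replicate 4 below replicates 1 to 3, against 39.8% of 510 other genes called lower. Both sets were chosen without replicate 4, which by itself favors lower values there. The share is under the 80% set for this test, which cannot tell.

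A difference in 35.3% of the genes tested between glandless and control uteri on GD 4 was weighed against 3 technical causes. With every library thinned to the smallest total, 6795 genes were called (6588 of the 6866). With corrections for GC content and gene length, 6992 were (6308 of them), and without mitochondrial and the 100 most abundant genes, 6801 were against 6809 before (6746 of them). None of the 3 can be the whole cause. Changes in cell composition, which lower natural killer cell genes and higher epithelial genes could reflect, were not tested beyond these lists.

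Among mitochondrial genes, 6 neighbors (*mt-Co2*, *mt-Atp8*, *mt-Atp6*, *mt-Co3*, *mt-Nd3* and *mt-Nd4l*) ranged from 83 to 33388 CPM together between libraries. Reads shared with a nuclear copy on chromosome 1 (24611535 to 24616197) may explain this, since a median of 99.1% of their 75-base windows occur there, although for *mt-Atp8* 0% occur in its annotated transcripts. Loss of mitochondrial RNA as a whole is excluded by 5 other genes, whose log2 range in control GD 4 libraries is 0.27 against 6.33. Those 5 rose in glandless uteri on GD 4 by 0.49 to 0.95, and none of the 6 passed.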

How the results depend on the processing

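Of 303 results on named genes, 267 kept direction and side of the threshold in all settings except leaving out single libraries, and 260 in those too. Of the 281 that passed, 27 calls were lost in at least 1 setting. Of 63 list calls, 62 were lost with the estimated correlation. Total counts stayed within 1.5 times under DESeq2 size factors, library size only, filterByExpr, DESeq2's Wald test and edgeR-robust. Of counts in one direction, genes higher in gland-containing uteri went from 854 to 1375 with the Wald test and 1364 with edgeR-robust, and on GD 6 genes higher went from 1160 to 1762 with the Wald test and genes lower from 868 to 1371 with edgeR-robust. Genes higher among those called in gland-containing uteri alone went from 91 to 158 and 149. With a fit of only the libraries compared the GD 6 count fell from 2028 to 763. At an adjusted p under 0.01, gland-containing against control uteri fell to 876, the knockouts to 1564 and GD 6 to 732. With at least 2-fold the counts were 1644, 357, 797 and 499, 2267 from GD 4 to GD 6 in control mice and 3696 in glandless mice. Without the 3 libraries picked by eye after the data were seen, gland-containing against control uteri gave 1307 and genes called only there gave 74. The stricter thresholds call fewer genes by construction, and for the rest the cause was not tested.

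Without 1 library the counts ran from 5778 to 6374 (glandless against control, GD 4), 1440 to 1903 (gland-containing), 2291 to 2933 (between the knockouts), 1116 to 2498 (GD 6), 5650 to 6550 (control over time), 9036 to 9950 (glandless over time), 3263 to 4684 (difference of changes), 2530 to 3582 and 137 to 390 (genes called in only one knockout) and 114 to 183 (opposite changes).

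Directions turned for 3 named genes, none of which passed where it turned. *Sema3c* in gland-containing uteri was 0 with DESeq2 size factors, 0.01 with library size only, 0 with DESeq2's Wald test and with only the libraries compared, 0.01 with edgeR-robust on those and 0.11 without the 3 libraries, and ran from -0.07 to 0.08 without 1 library. *Hp* there ran from -0.14 to 1.83 and *Pgr* on GD 6 from -0.07 to 0.19. No list passed where its direction turned. Their adjusted p was 0.16 for mitotic genes in glandless uteri and 0.79 for fibronectin receptors in gland-containing uteri without the 3 libraries, and for collagens over time in control mice 0.99 with library size only and 0.8 without the 3. Without 1 library they ran from 0.11 to 0.65 (mitotic genes), 0.11 to 0.94 (natural killer cell genes in gland-containing uteri), 0.62 to 0.96 (fibronectin receptors), 0.49 to 0.97 (angiogenesis on GD 6), 0.68 to 0.98 (collagens over time in control mice), 0.82 to 0.99 (adherens junctions over time in control mice) and 0.54 to 1 (collagens in the difference of changes). The cause was not tested.

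A block for replicate numbers gave 6740, 2053, 3295, 1912, 6681, 9695 and 3810 genes for the comparisons in the same order, and 2859, 249 and 156 for the genes called in one knockout and the opposite changes. Over 5000 genes, deviations of libraries with the same number correlate at -0.21 to 0.24, and at most 1 of 4 libraries matched its own number best. Correlations were highest on GD 6 (-0.17, 0.17, 0.24 and 0.23), so pairing is not shown but is less clearly absent there.

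On GD 6, scaling by library size only turned the balance to 988 higher and 1046 lower. It moved the share of higher genes by over 10 points in 2 comparisons, to 1309 higher and 2329 lower between the knockouts (from 1730 and 1770) and to 2571 higher and 4342 lower over time in control mice (from 3348 and 3428). The median of all genes moved by at most 0.083. Thinned to the smallest total, the comparisons gave 6795, 2213, 3404, 1982, 6604, 9752 and 3835 genes in the same order. At 0.0199 CPM in control and no count in glandless sites, *Cxcl15* on GD 6 is too low for a fall to be seen.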

Differences from the paper's values

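In gland-containing against control uteri 2291 genes were called (the paper: 3489). Among settings set before the data were examined, filterByExpr (2539), DESeq2's Wald test (3121), edgeR-robust (3061) and only the libraries compared (2552) come within 1.5 times of the paper's value. DESeq2 size factors (2212), library size only (2195), the replicate block (2053), an adjusted p under 0.01 (876), at least 2-fold (357) and leaving out any library (1440 to 1903) do not. Of these, 854 were higher (the paper: 1743). DESeq2's Wald test (1375) and edgeR-robust (1364) come within 1.5 times, and size factors (901), library size only (832), filterByExpr (987), only the libraries compared (1142), the block (769), an adjusted p under 0.01 (280), at least 2-fold (166) and leaving out any library (507 to 778) do not. edgeR-robust on only the libraries compared, chosen after seeing the values, gives 3406 and 1667, and drops 206 of the 1997 genes in hand of the paper's table, where the fit used here drops 621.

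Between glandless and control sites on GD 6, 2028 genes were called (the paper: 1332). The replicate block (1912) and leaving out single libraries (1116 to 1845) come within 1.5 times, except glandless replicate 1 (2498) or 4 (2178). Size factors (2032), library size only (2034), filterByExpr (2301), DESeq2's Wald test (2986), edgeR-robust (2872), only the libraries compared (763), an adjusted p under 0.01 (732) and at least 2-fold (499) do not. Of these, 1160 were higher (the paper: 552). Only the libraries compared (411), an adjusted p under 0.01 (447) and leaving out control replicate 1 (657) or 4 (721) come within 1.5 times. Size factors (1245), library size only (988), filterByExpr (1300), DESeq2's Wald test (1762), edgeR-robust (1501), the block (1079), at least 2-fold (283) and leaving out any of the other 6 libraries (873 to 1574) do not. Leaving out the 3 libraries picked by eye, chosen after seeing the values, gives 1497 and 798, and drops 614 of the 1331 genes in hand of the paper's table, where the fit used here drops 600.

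The same added settings, chosen after seeing the values, give other values that differ from the paper's. edgeR-robust on only the libraries compared gives 2047 genes on GD 6 (1093 higher) and 205 genes lower in control and higher in glandless mice (the paper: 112). Leaving out 3 libraries gives 1307 genes in gland-containing uteri (516 higher), 74 called only there (the paper: 361) and 2995 higher over time in control mice (the paper: 4616).

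*Fn1* was 1.85-fold lower in glandless than in control uteri (the paper: 3). Every setting set before the data were examined gives 1.77 to 1.91. The paper's own Supplementary Data 1 gives a log2 fold change of -0.89, the value found here, so the difference is from the paper's text and not its table.

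The paper lists several genes as changed that did not pass here. On GD 6 these are *Cxcl15* (adjusted p = 0.35, called by no setting), *Cdh1* (0.35, called by no setting) and *Ptgs2* (log2 fold change -1.59, 0.091), which DESeq2's Wald test (0.044), edgeR-robust (0.0053) and only the libraries compared (0.026) call, as do, chosen after seeing the values, edgeR-robust on those libraries (2.5e-12) and leaving out 3 libraries (0.021). *Ltf*, which the paper lists in Supplementary Data 5 with a log2 fold change of 3.12, had 2.59 here (0.06). It is called by filterByExpr (0.038), DESeq2's Wald test (0.0078), edgeR-robust (5.3e-09) and without control replicate 2 (0.026), and by edgeR-robust on only the libraries compared (3.5e-11), chosen after seeing the values.

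From GD 4 to GD 6 in control mice they are *Prl3d3* (0.052), *Prl5a1* (0.094), *Hp* (0.052), *Spink1* (0.2), *Ltf* (0.27) and *Wnt11* (0.06). *Prl3d3* is called by DESeq2's Wald test (0.0098), edgeR-robust (0.00026), only the libraries compared (0.0054) and the block (0.026). *Prl5a1* is called by edgeR-robust (0.027). *Hp* is called by filterByExpr (0.04), DESeq2's Wald test (0.026), edgeR-robust (0.00027) and only the libraries compared (0.0037). *Spink1* is called without control GD 6 replicate 4 (0.0013). *Ltf* is called by edgeR-robust (0.00016). *Wnt11* is called by library size only (0.04), filterByExpr (0.041), DESeq2's Wald test (0.038), edgeR-robust (0.00069), only the libraries compared (0.0058), the block (0.037) and without control GD 6 replicate 4 (0.026). Of settings chosen after seeing the values, edgeR-robust on the libraries compared calls all 6 (*Prl3d3* 6.6e-07, *Prl5a1* 0.016, *Hp* 3.7e-07, *Spink1* 0.048, *Ltf* 1.3e-07, *Wnt11* 2e-18), and leaving out 3 libraries calls *Spink1* (0.004) and *Wnt11* (0.029).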

Other observations

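Interferon response genes, and antigen presentation genes in glandless mice, changed between the GD 4 uteri and the GD 6 implantation sites. From GD 4 to GD 6 in control mice, 17 of 25 interferon response genes fell and 1 rose (median log2 fold change -0.74, camera adjusted p = 0.0002, and adjusted p = 0.6 with an estimated correlation). In glandless mice 19 fell and 2 rose (camera adjusted p = 0.0012, and adjusted p = 0.7 with an estimated correlation), and 11 of 18 MHC genes fell (camera adjusted p = 0.0029, and adjusted p = 0.72 with an estimated correlation). Of 17 macrophage genes 10 fell in control mice (camera adjusted p = 0.0025, and adjusted p = 0.63 with an estimated correlation). Immediate early genes fell there too, 14 of 21 (camera adjusted p = 6.4e-05, and adjusted p = 0.6 with an estimated correlation), while 26 of 39 oxidative phosphorylation genes rose and 1 fell (camera adjusted p = 4.2e-07, and adjusted p = 0.63 with an estimated correlation).

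Some glycolysis and hypoxia genes changed as well. In gland-containing uteri 9 of 28 fell (camera adjusted p = 0.00047, and adjusted p = 0.34 with an estimated correlation). In glandless mice 19 of them rose and 5 fell from GD 4 to GD 6 (camera adjusted p = 0.0017, and adjusted p = 0.46 with an estimated correlation), and the change differed from that of control mice for 8, larger in 7 (camera adjusted p = 0.028, and adjusted p = 0.51 with an estimated correlation). Compared with gland-containing uteri, 8 of 20 endothelial genes were higher in glandless uteri (camera adjusted p = 0.0008, and adjusted p = 0.64 with an estimated correlation).

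The tests of the *Foxa2* segment and of on and off genes were set before their results were seen, and the test of subsets was chosen after the result was seen. The overlap between the knockouts uses shared controls. Of the genes called in both, 1796 changed the same way, against 407 for independent lists. In 20 simulations with shared controls and no knockout effect the median was 0 (at most 1). Without an effect hardly any gene is called, so this count cannot show how many of the 1796 come from the shared controls. With the controls divided between the comparisons, 6 divisions gave 257 to 901 genes called the same way (independent lists 51 to 242). Covariance between the fold changes was 0.212, 0.191 to 0.217 with divided controls and 0.0217 in the simulations. Correlation was 0.652, 0.529 to 0.635 with divided controls and 0.493 (at most 0.556) in the simulations, and the share of genes with the same sign was 75.9%, 68.7% to 74.5% and 66.5% (at most 67.1%) in the same order.

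A chromosome segment from another strain around *Foxa2* was a candidate explanation for genes changed the same way in all 3 knockout comparisons (194, of which 103 rose and 91 fell). Of genes within 10 Mb of *Foxa2*, 0.93% were among them against 1% elsewhere (Fisher's exact p = 1). If controls were wild type, these shares argue against a segment of that kind as a main source. Floxed controls, which the paper's methods name, would carry the same segment, and then the test is empty. Near *Pgr* the share was 0% and near *Ltf* 0.4%. A segment carried with Cre at *Pgr* would be absent from gland-containing mice, and one at *Ltf* from glandless mice. Neither could change genes in all 3 comparisons, so these shares cannot test for segments at the Cre loci.

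Strain variants carried by some mice were a candidate explanation for 24 genes on in some libraries and off in others. Pairs within 2 Mb that share a pattern numbered 16 against a median of 1 and a maximum of 10 over 1000 random placings (permutation test p = 0.001, the smallest it can give). Mitochondrial genes form 15 of the pairs and *Prss28* with *Prss29* the other, so the test cannot tell.

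Fold changes of genes in hand in the paper's tables differ from those here by a median of 0.01 on the log2 scale for Supplementary Data 1 (1689 genes) and 2 (1873 genes) and 0.03 for Supplementary Data 8 (1351 genes), and by 0.16 for Supplementary Data 5 (1168 genes) and 0.29 for Supplementary Data 7 (1286 genes), both of which involve control GD 6. In the last 2, 1141 and 1276 genes have the same sign. Over the genes named in the text the medians are 0.49 and 0.69 (at most 3.36 and 2.66), with *Atp1a3* at 3.64 here and 1.28 in the paper's table. That the paper's control values rest on a subset of these 4 libraries may be asked, and the lowest median over the 15 subsets was 0.141 (0.162 with all 4, 0.23 at most), which excludes it.

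Within groups no library is a copy of another. Over the 30 pairs the chi-square per gene ran from 13.9 to 194, where a resequenced library would be near 1.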
